# Dynamics and functional interplay of histone lysine butyrylation, crotonylation, and acetylation in rice under starvation and submergence

**DOI:** 10.1186/s13059-018-1533-y

**Published:** 2018-09-25

**Authors:** Yue Lu, Qiutao Xu, Yuan Liu, Yue Yu, Zhong-Yi Cheng, Yu Zhao, Dao-Xiu Zhou

## Abstract

**Background:**

Histone lysine acylations by short-chain fatty acids are distinct from the widely studied histone lysine acetylation in chromatin, although both modifications are regulated by primary metabolism in mammalian cells. It remains unknown whether and how histone acylation and acetylation interact to regulate gene expression in plants that have distinct regulatory pathways of primary metabolism.

**Results:**

We identify 4 lysine butyrylation (Kbu) sites (H3K14, H4K12, H2BK42, and H2BK134) and 45 crotonylation (Kcr) sites on rice histones by mass spectrometry. Comparative analysis of genome-wide Kbu and Kcr and H3K9ac in combination with RNA sequencing reveals 25,306 genes marked by Kbu and Kcr in rice and more than 95% of H3K9ac-marked genes are marked by both. Kbu and Kcr are enriched at the 5′ region of expressed genes. In rice under starvation and submergence, Kbu and Kcr appear to be less dynamic and display changes in different sets of genes compared to H3K9ac. Furthermore, Kbu seems to preferentially poise gene activation by external stresses, rather than internal circadian rhythm which has been shown to be tightly associated with H3K9ac. In addition, we show that rice sirtuin histone deacetylase (SRT2) is involved in the removal of Kcr.

**Conclusion:**

Kbu, Kcr, and H3K9ac redundantly mark a large number of active genes but display different responses to external and internal signals. Thus, the proportion of rice histone lysine acetylation and acylation is dynamically regulated by environmental and metabolic cues, which may represent an epigenetic mechanism to fine-tune gene expression for plant adaptation.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1533-y) contains supplementary material, which is available to authorized users.

## Background

Post-translational modifications of histones affect chromatin state and gene expression. For example, histone lysine acetylation on the ε-amine group not only neutralizes the positive charge of the amine group, enhances the hydrophobicity, and increases the size of the lysine side chain, but also provides platforms for binding by proteins involved in chromatin and gene regulations. Histone acetylation/deacetylation is an essential process in the epigenetic regulation of diverse biological processes, including environmental stress responses in plants [1–3]. The level of histone acetylation is determined by the activity of both histone acetyl-transferases (HAT) and deacetylases (HDAC). Histone acetylation can be regulated by primary metabolism, as key metabolites such as acetyl-CoA and NAD+ are involved in protein acetylation and deacetylation processes, and their cellular levels may regulate the activity of HATs and HDACs [4, 5]. Plant metabolism is largely regulated to adapt to the fluctuating environment. Thus, the collaborative program between epigenetic dynamics and metabolism is further interconnected with environmental cues, which may optimize plant adaptive responses and growth [2].

Recently, it is shown that histones can be acylated with short-chain fatty acids, including propionylation, butyrylation, crotonylation, 2-hydroxyisobutyrylation, succinylation, malonylation, glutarylation, and β-hydroxybutyrylation in animal cells [6–8]. These modifications are similar to lysine acetylation but are distinct in hydrocarbon chain length and hydrophobicity or charge. Studies in animal cells suggest that histone lysine acylations affect gene expression and may be functionally different from histone lysine acetylation [9]. Histone lysine acylations are shown to be regulated by metabolism. For instance, intracellular crotonyl-CoA stimulates transcription through histone crotonylation [10]. In addition, β-hydroxybutyrylation is induced significantly during prolonged fasting in mouse liver and is associated with gene upregulation in starvation-responsive metabolism pathways [11].

It has been reported that histone acetyltransferases (HATs) and deacetylases (HDACs) could be involved in histone acylation dynamics [12]. For instance, mammalian CBP/p300, a histone acetyltransferase, catalyzes both histone acetyl and non-acetyl acylation [6, 10, 13, 14]. All seven human sirtuins (SIRT1-7) that were originally annotated as histone deacetylases based on sequence homology to the yeast sir2 histone deacetylase, have been described as having diverse deacylase activities, albeit weaker than their deacetylase activities [9, 13, 15]. Other studies have shown that Zn-finger domain-containing HDACs are also involved in decrotonylation of histone lysine residues [12].

Histone acylation has not been studied yet in plants. Being photosynthetic organisms, plants are autotrophic and there are significant differences in primary and energy metabolic and signaling pathways. For instance, glycolysis is induced under both biotic and abiotic stresses, and tricarboxylic acid (TCA) cycle is particularly high during light to dark transition [16, 17]. It remains unknown how histone acylation and acetylation interact to regulate gene expression in plants that have distinct regulatory pathways of primary metabolism.

In this work, we first analyzed rice histone butyrylation (Kbu) and crotonylation (Kcr) sites by mass spectrometry, then compared genome-wide distribution of Kbu and Kcr and lysine acetylation (H3K9ac) together with transcriptomic analysis in rice. To study whether altered metabolic activity affected histone acylations and acetylation, we treated rice plants by continuous darkness (starvation) and submergence and investigated genome-wide changes of Kbu, Kcr, and H3K9ac and gene expression. Finally, we tested histone deacylation activities of several rice HDACs. Our results indicate that Kbu and Kcr are robust histone modification marks that regulate gene expression in rice. Rice histone acylations and acetylation are dynamically regulated by environmental cues and are likely to be removed by different mechanisms.

## Results

### Identification of rice histone lysine butyrylation (Kbu) and crotonylation (Kcr) sites

To study whether histone lysine acylations exist in plants, we first performed immunoblotting with specific antibodies and detected histone lysine butyrylation (Kbu) and lysine crotonylation (Kcr) in Arabidopsis, rice, maize, and tobacco (Fig. 1a). In order to identify plant histone Kbu and Kcr sites, we used previously reported mass spectrometry methods to analyze histone proteins isolated from rice seedlings [8]. The analysis detected Kbu at N-terminal tails of H3 (H3K14bu) and H4 (H4K12bu), and at the core region of H2B (K42 and K134) of rice histones (Fig. 1b; Additional file 1: Figure S1; Additional file 2). H3K14bu exists in yeast but not detected in mammalian cells, whereas H4K12bu is detected in both yeast and mammalian cells [6]. By contrast, a large number of Kcr sites were detected in the N-terminal tails of H3 (K9, K14, K18, K23, and K27) and H4 (K8, K12, and K16) (Fig. 1b), most of which (K9cr, K18cr, K23cr, and K27cr of H3 and K8cr, K12cr, and K16cr of H4) were also identified in human and mouse cells [8]. Several sites of H2A and many sites of H2B were found to be crotonylated in rice (Fig. 1b). In total, 45 Kcr sites were identified in rice histones. Kcr sties were found not only in the N-terminal but also in the globular domain and C-terminal end of core histones.

**Fig. 1:**
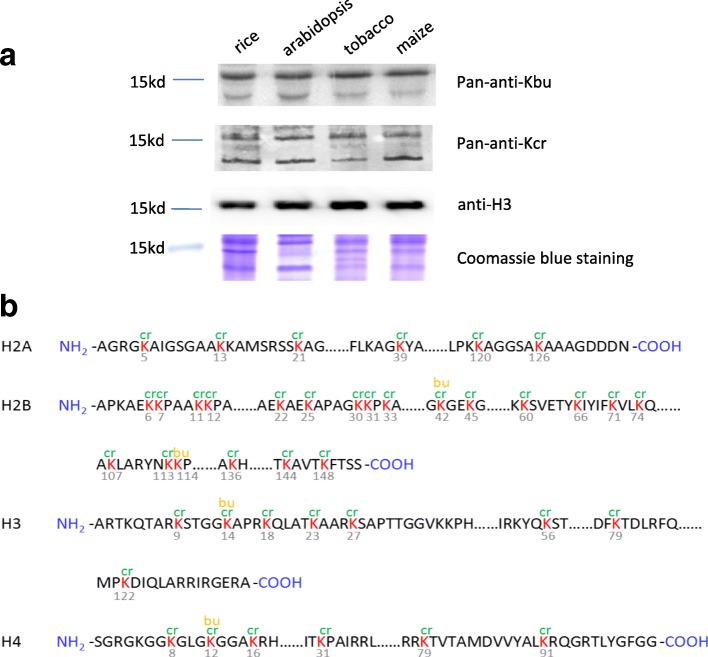
Identification of rice histone Kbu and Kcr modifications. **a** Detection by immunoblotting of Kbu and Kcr in histones isolated from rice, Arabidopsis, tobacco, and maize seedlings. **b** Rice histone Kbu and Kcr sites detected by mass spectrometry (see Additional file 1: Figure S1 and Additional file 2: Dataset 1)

### Comparative analysis of rice genome-wide histone Kbu, Kcr, and H3K9ac

In order to explore chromatin function of histone Kbu and Kcr in rice, we performed anti-Kbu and anti-Kcr chromatin immunoprecipitation-sequencing (ChIP-seq) assays of 12-day-old wild type seedlings. 

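The ChIP-seq of the 12-day-old seedlings comprised 2 libraries each for H3K9ac, Kbu and Kcr and 1 input library, made from chromatin without immunoprecipitation. The authors deposited one list of peaks per library. The peaks were called with MACS 1.4.2 on the MSU7.0 rice assembly, from alignments without PCR duplicates and without the input as control. Each peak has a start, an end, a summit and a number of tags, the aligned reads counted in it. It also has a fold enrichment over the local background of the same library and a score of −10log10 p, which was at least 50 in every list. MACS kept at most 1 tag per position and used 10581295 and 11985500 tags in the H3K9ac replicates, 17291342 and 15183353 in the Kbu replicates, 15734278 and 16599810 in the Kcr replicates and 8895601 in the input. These tags were 62.2% and 49.7% of the aligned reads listed in Table S1 for H3K9ac, 83.5% and 81.6% for Kbu, and 85.5% and 83.4% for Kcr. Called peaks held 44.3% and 44.4% of the tags for H3K9ac, 51.7% and 56.3% for Kbu, 41.6% and 50.4% for Kcr, and 2.11% in the input. Signal that was not called as a peak was not measured here. Gene positions were not used here, and regions take the place of genes. The peaks of the 6 control libraries were merged into 34010 regions where they overlapped by at least 1 bp. A region was taken as marked when both replicates of a mark had a peak in it.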

To study the relationship between histone acylation and histone acetylation, we also performed ChIP-seq with anti-H3K9ac antibody. 

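MACS called 30093 and 30852 peaks in the Kbu replicates, 29792 and 32235 in the Kcr replicates, and 22390 and 22522 in the H3K9ac replicates. The means were 30472.5 ± 537 (SD, n = 2) for Kbu, 31013.5 ± 1728 for Kcr and 22456 ± 93.3 for H3K9ac. Each Kbu and Kcr library thus had more peaks than each H3K9ac library, although an exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.33. The input gave 652 peaks, and between 0.440% and 0.812% of the peaks of any immunoprecipitated library overlapped one of them. With a score of at least 100, the setting that moved the numbers most, 25548 and 26612 Kbu, 23687 and 26952 Kcr, and 19116 and 19297 H3K9ac peaks were left. The peaks of the 2 replicates covered 14.5% and 13.3% of the 373.1 Mb spanned by the 12 chromosomes for Kbu, 12.4% and 13.5% for Kcr, and 9.88% and 10.3% for H3K9ac.

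**Figure D1:**
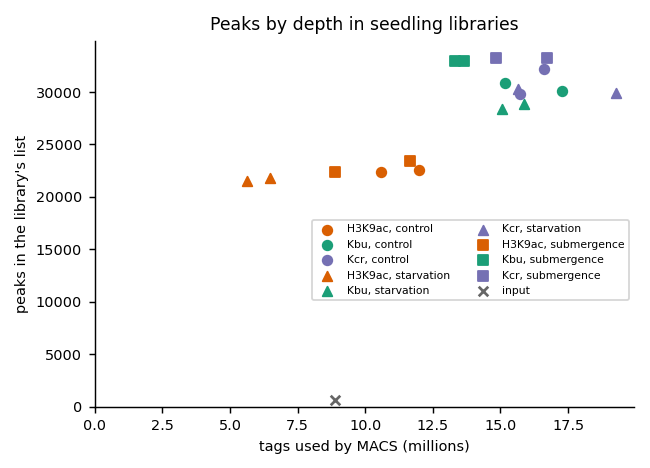
Number of peaks called by MACS (y axis) against the tags it used (x axis, in units of 1000000 tags) in the 18 seedling libraries and the input. Colours give the mark, circles are control seedlings, triangles seedlings kept in darkness for 48 h, squares seedlings submerged for 6 h, and the grey cross is the input; every Kbu and Kcr library lies above every H3K9ac library.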

More than 30,000 Kbu and Kcr peaks were identified (Additional file 1: Table S1), indicating that the two histone acylation modifications are widely distributed in the rice genome, although some reads/peaks may be associated with Kbu- or Kcr-modified chromatin proteins other than histones. 

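The median peak length was 1486 and 1531 bp in the H3K9ac replicates, 1617 and 1458 bp in the Kbu replicates, and 1412 and 1409 bp in the Kcr replicates, so that the mean lengths of the 3 marks lay closer together than the 2 Kbu replicates. Averaged over both directions, 96.2% of H3K9ac, 95.3% of Kbu and 92.8% of Kcr peaks overlapped a peak of the other replicate by at least 1 bp. Of 100 random placements of the peaks on the same chromosomes, none gave more than 28.6%. Overlaps that covered at least 50% of each peak were found for 95.3%, 93.4% and 91.5% of the peaks. Within replicates, 97.5% ± 0.0952 (SD, n = 2) of the H3K9ac peaks overlapped a Kbu peak and 97.5% ± 0.319 a Kcr peak. In the other direction, 71.8% ± 0.382 of the Kbu peaks and 71.0% ± 3.23 of the Kcr peaks overlapped an H3K9ac peak. Kbu peaks overlapped Kcr peaks in 94.7% ± 3.08 of cases and the reverse held in 93.8% ± 1.06, about as often as replicates of 1 mark overlapped each other. Random placements gave at most 28.7% for any pair of marks. The marks were also spread alike over the chromosomes. Chromosome 3, with 9.76% of the span, held 12.2% of the H3K9ac, 11.9% of the Kbu and 11.8% of the Kcr peaks. Chromosome 12, with 7.38% of the span, held 5.64%, 5.76% and 5.75%.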

The Kbu and Kcr modifications showed a similar genomic distribution and profile as H3K9ac in rice (Fig. 2a). The majority of Kbu and Kcr peaks were located in the genic regions, and the modifications were highly enriched at the transcription start site (TSS) of protein-coding genes and were positively related to gene expression (Fig. 2a, b). By contrast, histone Kbu and Kcr levels were very low in transposable element (TE)-related genes (Fig. 2b). Kbu and Kcr were highly correlated with each other and with the active histone marks H3K9ac and H3K4me3, but did not correlated with H3K9me2, H3K4me2, or H3K27me3 (Fig. 2c). 

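To compare the 3 marks of the control seedlings, the genome was divided into 1-kb bins, the tags of each peak were spread evenly over its length, and the tags in a bin were divided by the aligned reads of the library in Table S1. Across the 97059 bins with a peak of any of the 3 marks, Pearson's r of the replicate means was 0.958 between Kbu and Kcr, 0.818 between Kbu and H3K9ac, and 0.806 between Kcr and H3K9ac. These are correlations across bins, which are not independent replicates, and no p was computed. Over the 4 pairs of single libraries, r lay between 0.909 and 0.945 for Kbu with Kcr, between 0.786 and 0.807 for Kbu with H3K9ac, and between 0.763 and 0.799 for Kcr with H3K9ac. Between the replicates of one mark, r was 0.958 for H3K9ac, 0.939 for Kbu and 0.922 for Kcr, which overlaps the range between Kbu and Kcr and lies above the values with H3K9ac. Spearman's rho lowered the pairs with H3K9ac most, to 0.721 and 0.693, and was 0.928 for Kbu with Kcr, whose lowest value under any choice was r = 0.9 with replicate 1 alone. H3K4me3, H3K9me2, H3K4me2 and H3K27me3 were not analysed here.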

The genomic and genic distributions of Kbu and Kcr were somewhat similar to those of H3K9ac in rice [18]. A positive correlation of Kbu and Kcr with gene length was also observed (Fig. 2b). Altogether, the analysis suggests that Kbu and Kcr are active chromatin marks in rice.

**Fig. 2:**
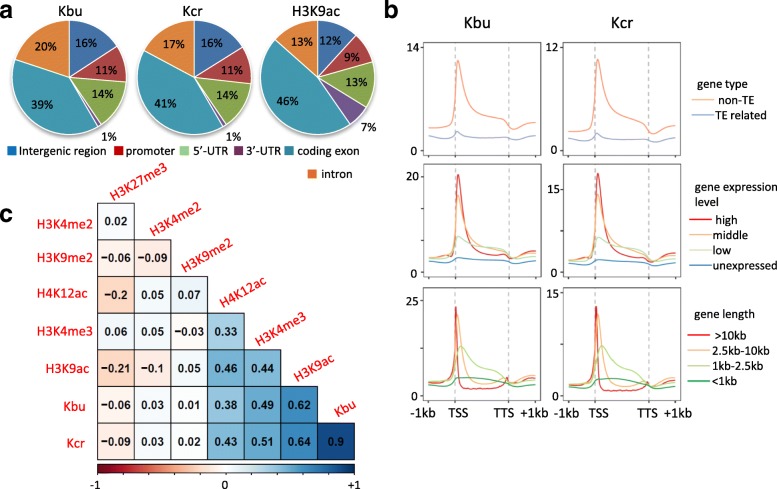
Distribution of histone Kbu and Kcr modifications in the rice genome. **a** Distribution of histone Kbu/Kcr peaks in different regions of the rice genome. **b** Average genome-wide occupancies of Kbu and Kcr in different categories of genes. **c** Correlogram of Kbu, Kcr, and other histone modifications. The genome was divided into 1-kb bins and TPM values of each bin were used to calculate correlation coefficients

From the two replicates, 26 769 Kbu- and 26 307 Kcr-marked genes were identified in rice, most of which (25 306) were co-marked by both modifications, indicating a high concurrence of the two marks (Fig. 3a). 

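Among the merged regions of the control seedlings, 28750 had a Kbu peak in both replicates and 28298 a Kcr peak in both replicates. Both marks were present in 27067 regions, which were 94.1% of the Kbu-marked and 95.6% of the Kcr-marked regions.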

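H3K9ac marked 21386 regions in both control replicates, and 20721 of them (96.9%) were also marked by Kbu and Kcr. With either replicate alone, this share was 96.6% or 97.2%. Of the other H3K9ac-marked regions, 369 had neither Kbu nor Kcr, 167 had Kbu without Kcr and 129 had Kcr without Kbu. In replicate 1, 96.4% of the single H3K9ac peaks overlapped a Kbu and a Kcr peak, against 24.8% in the highest of 100 random placements. At least 50% of their length was covered by each mark in 94.9% of them, the choice that moved the share most. Kbu or Kcr without H3K9ac was found in 8964 regions, or 29.9% of the regions with either mark. These were 6346 regions with Kbu and Kcr, 1516 with Kbu alone and 1102 with Kcr alone. Of the 6346 regions, 1188 (18.7%) did have an H3K9ac peak in 1 of the 2 control libraries, and 4712 regions of this class were left at a score of at least 100.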

Interestingly, almost all (> 96%, 20,511 out of 21,375) H3K9ac-marked genes were also modified by Kbu and Kcr, while more than 5000 genes were marked by Kbu or Kcr, but not by H3K9ac (Fig. 3a). However, it is not excluded that these genes are marked by acetylation at other histone lysine residues. In these genes, Kbu and Kcr displayed relatively lower levels at TSS but higher levels in gene body (Fig. 3b). 

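In regions with Kbu and Kcr but without H3K9ac, the median Kbu peak held 163 and 140 tags in the 2 control replicates, against 317 and 301 tags in regions with all 3 marks. The median Kcr peak held 123 and 152 against 234 and 284 tags. The fold enrichment over the local background of the same library had a median of 4.74 and 5.31 against 8.11 and 9.37 for Kbu, and of 4.15 and 4.95 against 7.04 and 8.36 for Kcr. The peaks without H3K9ac were also shorter, with median lengths of 1508.5 and 1343 bp against 1667 and 1517 bp for Kbu, and of 1276 and 1344 bp against 1464 and 1465 bp for Kcr. Per kb of peak, Kbu had 102 and 98.2 tags without H3K9ac and 180.1 and 190.6 tags with it, and Kcr had 91.9 and 107 against 153 and 185 tags. The lower level without H3K9ac was thus found in both replicates of both marks. The summit lay at a median distance from the centre of the peak of 6.98% and 7.19% of its length for Kbu without H3K9ac against 7.82% and 8.17% with it, and of 8.48% and 8.30% against 9.40% and 8.90% for Kcr. The comparison rests on 6372 and 6436 Kbu and 6405 and 6447 Kcr peaks without H3K9ac, and the positions of these peaks relative to the TSS and the gene body were not analysed here.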

The ChIP-seq data were validated by ChIP-qPCR tests on modified and unmodified genes (Additional file 1: Figure S2). We analyzed quantitatively Kbu, Kcr, or H3K9ac proportion of the total acylation in the marked genes and found that H3K9ac portion varied in a wider range than that of Kbu or Kcr (Fig. 3c), suggesting that H3K9ac is more dynamic.

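The proportion of each mark was computed in the 20694 regions with a peak in all 6 control libraries. It is the mark's tags per 1000000 aligned reads divided by the sum over the 3 marks, with replicate 1 set beside replicate 1 and replicate 2 beside replicate 2. The mean proportion was 25.2% ± 3.98 (SD, n = 2) for H3K9ac, 40.1% ± 1.32 for Kbu and 34.6% ± 2.66 for Kcr. The SD across regions was 6.72 ± 0.287 percentage points for H3K9ac, 4.37 ± 0.542 for Kbu and 3.96 ± 0.00895 for Kcr, and in each replicate it was largest for H3K9ac. The noise between replicates at a single region was smaller, with an SD of 2.18, 2.49 and 2.45 percentage points. With tags per kb of called peak, which moved the values most, the SD across regions was 4.24, 3.19 and 2.96 percentage points in the same order. The 3 proportions are shares of the same sum, and Kbu and Kcr followed each other (r = 0.958 across bins). The mark that differs from the other 2 then tends to have the widest proportion. These SDs therefore do not show which mark varied in level. From the wider range of the H3K9ac proportion, the paper proposes that H3K9ac is the more dynamic mark.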

**Fig. 3:**
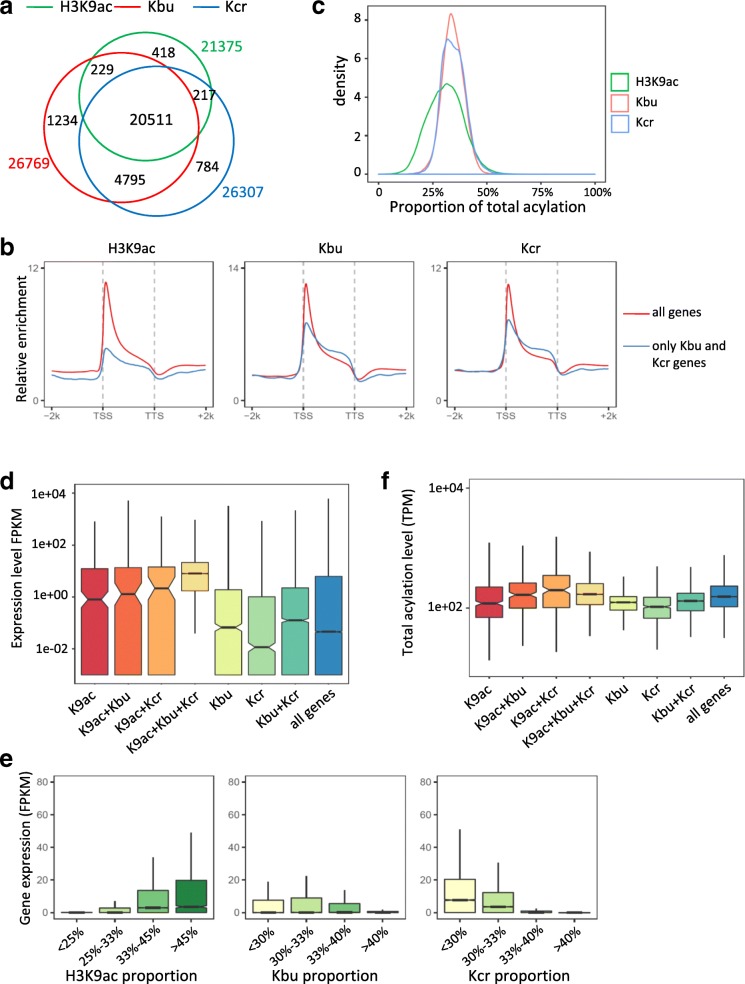
Different combinations of Kbu, Kcr, and H3K9ac modifications affect gene expression. **a** Venn diagram of Kbu/Kcr/H3K9ac modified genes. **b** Average genome-wide occupancies of H3K9ac, Kbu, and Kcr in all genes and genes with only Kbu and Kcr modifications (*N* = 4795). **c** Density curve of H3K9ac/Kbu/Kcr modification proportions in all genes. **d** Expression levels of genes with different modification profiles. Numbers of genes: H3K9ac (*N* = 418), H3K9ac + Kbu (*N* = 229), H3K9ac + Kcr (*N* = 217), H3K9ac + Kbu + Kcr (*N* = 20511), Kbu (*N* = 1234), Kcr (*N* = 784), Kbu + Kcr (*N* = 4795), all genes (*N* = 56384). *Y*-axis stands for gene expression levels calculated by log10 (FPKM + 0.001). **e** Expression levels of genes with different proportion of H3K9ac, Kbu, and Kcr under normal conditions. **f** Total acylation levels of genes with different combinations of the marks

To study potential roles of histone acylations in gene expression, we performed RNA-seq analysis of the same plant materials (Additional file 1: Table S2). To investigate functional relationship between Kbu, Kcr, and H3K9ac in gene expression, we analyzed expression levels of genes modified by different combinations of the marks (Fig. 3d). Genes marked by H3K9ac showed higher expression than those marked only by Kbu or Kcr. Genes marked by a combination of two marks showed higher expression than the mono-marked genes. Genes with all three marks displayed the highest expression levels. In genes with the three marks, those with higher portion of H3K9ac relative to Kbu or Kcr displayed higher expression levels (Fig. 3e). However, the total acylation level of genes with the three marks was not higher than those with only two marks (Fig. 3f). The analysis suggests that H3K9ac is predominant in gene activity and that Kbu and Kcr may contribute to H3K9ac-regulated active chromatin state. Genes marked by Kbu or Kcr only (tags per million mapped tags per kb, TPM > 50) showed low expression levels (FPKM < 0.1) and were enriched in stress and abiotic stimulus responses. Many of them are highly induced under stress (Additional file 1: Figure S3), hypothesizing that Kbu and Kcr may play a role in poising genes for stimulus-induced activation.

### Kbu, Kcr, and H3K9ac changes in rice under starvation and submergence

The substrates for histone acetylation/acylation, such as acetyl-CoA, butyryl-CoA, and crotonyl-CoA, are important cellular primary metabolites. Stress conditions such as prolonged darkness (starvation) or submergence (switching to anaerobic respiration) affect greatly plant primary metabolism. To study whether starvation and submergence altered Kbu/Kcr/H3K9ac, we treated rice seedlings in darkness for 48 h or under submergence for 6 h. qRT-PCR analysis of starvation and submergence-induced marker genes confirmed the effectiveness of the treatments (Additional file 1: Figure S4A). 

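Seedlings kept in darkness for 48 h (starvation) or submerged for 6 h were compared with the control seedlings, with 2 libraries per mark and treatment. The authors deposited MACS peak lists of the same kind as for the controls. MACS used 5631625 and 6480371 H3K9ac, 15065352 and 15864445 Kbu, and 15647646 and 19269402 Kcr tags under starvation. Under submergence it used 8885442 and 11650150 H3K9ac, 13331766 and 13636564 Kbu, and 16730596 and 14833976 Kcr tags. For H3K9ac these were 41.4% and 32.2% of the aligned reads under starvation and 58.8% and 43.1% under submergence, whereas the share for Kbu and Kcr lay between 78.5% and 85.7%. The peaks of all 18 seedling libraries were merged into 38058 regions. The tags of the peaks of a library in a region were summed and divided by the aligned reads of Table S1. Changes were computed in regions with a peak in all 6 libraries of a mark. A region counted as changed when treated and control libraries of the same replicate number differed more than 1.5-fold in the same direction in both replicates. The text of the methods does not say whether its mapped reads were counted before or after duplicates were removed, and other scalings are therefore given beside the aligned reads. The tags were also tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after normalization to the bulk of the regions by TMM factors, and regions with an adjusted p under 0.05 were called. Because only tags inside called peaks are known, a sum also moves with the length called. The H3K9ac peaks covered 36848264 and 38537827 bp in the controls, 27916486 and 29711499 bp under starvation, and 35900909 and 37218199 bp under submergence. The Kbu peaks covered 54269380 and 49539071 bp in the controls, 45213709 and 46047447 bp under starvation, and 46571737 and 48106398 bp under submergence. For Kcr the covered lengths were 46368294 and 50226550 bp, 46415756 and 50407317 bp, and 51452469 and 50103765 bp.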

The materials were harvested at 6 pm and used for ChIP-seq with anti-Kbu, anti-Kcr, and anti-H3K9ac and RNA-seq.

ChIP-seq analysis revealed about similar numbers of modified genes between the treatments and the controls (Additional file 1: Table S1). 

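Under starvation, MACS called 21562 and 21829 H3K9ac, 28337 and 28859 Kbu, and 30266 and 29914 Kcr peaks. Submergence gave 22401 and 23424 H3K9ac, 33010 and 32929 Kbu, and 33265 and 33251 Kcr peaks. Kbu was below both control libraries under starvation and above both under submergence, Kcr was above both controls under submergence, and H3K9ac was below both controls under starvation. At a score of at least 100, the submerged Kcr libraries had 26139 and 26532 peaks, inside the range of the controls, while the order for Kbu and H3K9ac was kept. In both libraries of the treatment but neither control library, H3K9ac peaks were found in 830 regions under starvation and 863 under submergence, Kbu peaks in 470 and 1311, and Kcr peaks in 425 and 1255 regions. Peaks present in both controls and neither treated library were lost in 1589 and 655 regions for H3K9ac, 1622 and 418 for Kbu, and 770 and 305 for Kcr. Gains and losses together have a background from the pairings of the 4 libraries that mix treated with control, which gave 96 to 168 regions for H3K9ac, 193 to 358 for Kbu and 451 to 576 for Kcr. Those pairings have 1 control and 1 treated library on each side, so the background leaves out differences of depth between treatments. The starved H3K9ac libraries had 5631625 and 6480371 tags, against 10581295 and 11985500 in the controls. How many H3K9ac losses follow depth was not tested. A score of at least 100 turned the excess of gains over losses around for H3K9ac under submergence, where 48.9% of the regions were gains, and the excess of losses for Kcr under starvation, where 54.1% were gains.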

Genes with > 1.5-fold changes of TPM in both replicates were defined as differentially modified. With these criteria, 1324 and 584 genes showed increases of H3K9ac, while 2488 and 860 genes showed decreases of the mark respectively under starvation and submergence (Fig. 4). 

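Of the 18611 regions with H3K9ac peaks in all 6 libraries, 69 had more and 7263 fewer tags per 1000000 aligned reads under starvation by the 1.5-fold rule, and 186 had more and 1323 fewer under submergence. Another 5 and 9 regions changed past 1.5-fold in opposite directions in the 2 replicates. The median log2 ratio of all these regions was −0.55 and −0.59 in the 2 replicates under starvation and −0.08 and −0.23 under submergence. Relative to this shift, with TMM factors, 577 regions were higher and 1417 lower under starvation, and 385 higher and 803 lower under submergence. Scaling by the summed tags in these regions gave 704 higher and 1246 lower under starvation and 514 and 664 under submergence. Scaling by the tags that MACS used, chosen after seeing the data, gave 681 and 1268, and 364 and 833. As mean signal, in tags per kb of called peak and per aligned reads, 14 regions were higher and 1667 lower under starvation, and 16 and 315 under submergence. edgeR's quasi-likelihood test called 7303 regions under starvation, 3410 higher and 3893 lower, and 6131 under submergence, 2665 higher and 3466 lower. With the aligned reads as library sizes the split became 40 higher and 3924 lower under starvation and 49 and 343 under submergence. The called length of each region as an offset, also chosen after seeing the data, gave 9426 and 543, and 1776 and 1427. This offset also moved the median of all regions, to 0.29 log2 units under starvation and 0.04 under submergence, so that its splits include a shift of all regions.
Under starvation, the largest rises lay on chromosome 9 from 10740295 to 10743992, with 61 and 58 tags in the controls and 217 and 231 in the treated libraries (log2 fold change 2.77, edgeR adjusted p = 6.29e-06, higher in both replicates), and on chromosome 8 from 18451759 to 18455099, with 74 and 79 against 253 and 284 tags (2.67, edgeR adjusted p = 5.31e-07, both replicates). The called lengths there grew from 1092 and 1026 to 3698 and 3638 bp and from 1119 and 1105 to 2962 and 2551 bp, and per kb of called peak the log2 ratios were 0.41 and 0.80. The largest falls were on chromosome 5 from 27118641 to 27123159, from 558 and 646 to 30 and 32 tags (−3.42, edgeR adjusted p = 5.31e-07, lower in both replicates), and on chromosome 1 from 32712756 to 32716192, from 561 and 598 to 31 and 29 tags (−3.41, edgeR adjusted p = 8.34e-07, both replicates). Their called lengths fell from 3856 and 4453 to 750 and 752 bp and from 3427 and 3437 to 696 and 723 bp, and the log2 ratios per kb were −1.52 and −1.71. Under submergence, H3K9ac rose most on chromosome 1 from 2173410 to 2180035, from 121 and 119 to 427 and 553 tags (2.18, edgeR adjusted p = 0.00157, both replicates), and on chromosome 7 from 23202493 to 23205722, from 95 and 97 to 317 and 435 tags (2.12, edgeR adjusted p = 1.51e-06, both replicates). The called lengths grew from 1376 and 1496 to 5077 and 4985 bp and from 1191 and 1250 to 3138 and 3152 bp, with log2 ratios per kb of 0.21 and 0.59. It fell most on chromosome 2 from 26769431 to 26775797, from 665 and 705 to 79 and 95 tags (−2.83, edgeR adjusted p = 1.67e-06, both replicates), and on chromosome 1 from 11683590 to 11689534, from 900 and 1020 to 113 and 135 tags (−2.80, edgeR adjusted p = 3.84e-07, both replicates). The called lengths fell from 6259 and 6240 to 1306 and 1213 bp and from 5565 and 5826 to 1366 and 1334 bp, with log2 ratios per kb of −0.67 and −0.88.

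**Figure D2:**
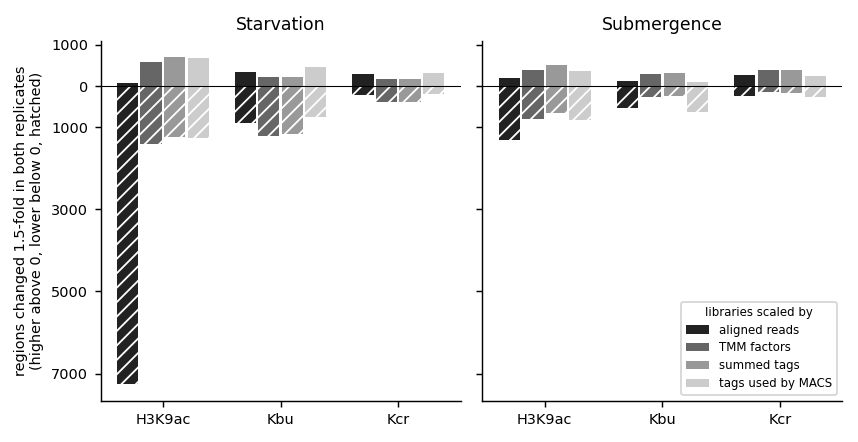
Regions changed more than 1.5-fold in both replicates (y axis, number of regions) under starvation (left panel) and submergence (right panel) for H3K9ac, Kbu and Kcr (x axis). Bars above 0 are higher and hatched bars below 0 are lower than control, and the 4 greys stand for tags divided by aligned reads, by TMM factors, by the summed tags and by the tags MACS used; the number of lower H3K9ac regions under starvation goes from 7263 to 1246 with the scaling.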

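For Kbu, 25338 regions had a peak in all 6 seedling libraries. Scaled by the aligned reads, 331 were higher and 910 lower under starvation by the 1.5-fold rule, and 126 were higher and 525 lower under submergence, while 11 and 19 changed in opposite directions. The median log2 ratio of all Kbu regions was 0.09 and 0.07 in the 2 starvation replicates and −0.12 and −0.14 in the 2 submergence replicates. Relative to the bulk of the regions, by TMM factors, 219 were higher and 1226 lower under starvation, whereas the submergence changes were then split into 285 higher and 267 lower, and into 313 and 253 with the summed tags. With the tags MACS used in place of the aligned reads, 458 were higher and 756 lower under starvation. Per kb of called peak the majority lay on the other side, with 233 higher and 106 lower under starvation and 100 and 19 under submergence. The test on the tags called 7383 regions under starvation (3170 higher and 4213 lower) and 2568 under submergence (1246 and 1322). With aligned reads as library sizes these splits were 3789 higher and 3043 lower, and 665 and 2834, and with the tags MACS used 4083 and 2504, and 552 and 3280. The called length as an offset gave 1958 higher and 1717 lower, and 6892 and 139, with the median of all regions moved to 0.06 and 0.22 log2 units. The largest Kbu rise under starvation was on chromosome 6 from 24015940 to 24029515, from 139 and 171 to 1627 and 1794 tags (log2 fold change 3.41, edgeR adjusted p = 1.07e-05, both replicates). The largest fall was on chromosome 1 from 26732495 to 26737116, from 495 and 421 to 89 and 95 tags (−2.37, edgeR adjusted p = 1.48e-05, both replicates). The called lengths went from 1442 and 2183 to 8306 and 11265 bp and from 4532 and 4547 to 1229 and 1231 bp, and the log2 ratios per kb were 1.05 and −0.40. Under submergence, Kbu rose most on chromosome 4 from 26582886 to 26586790, from 205 and 197 to 413 and 500 tags (1.62, edgeR adjusted p = 0.0036, both replicates). It fell most on chromosome 5 from 22450585 to 22454363, from 392 and 425 to 66 and 80 tags (−2.05, edgeR adjusted p = 1.02e-04, both replicates). Called lengths went from 1384 and 1427 to 3173 and 3605 bp and from 3622 and 3717 to 981 and 1006 bp, with log2 ratios per kb of 0.21 and −0.30.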

Kbu levels were augmented in 279 and 277 genes, but reduced in 1260 and 304 genes under starvation and submergence, respectively. Relatively fewer genes showed Kcr changes after the treatments (Fig. 4a). Thus, H3K9ac appeared more dynamic than Kbu and Kcr. 

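Kcr had peaks in all 6 libraries in 25771 regions, of which 302 were higher and 222 lower under starvation, and 258 higher and 244 lower under submergence, by the 1.5-fold rule with aligned reads. Another 53 and 52 regions changed past 1.5-fold in opposite directions in the 2 replicates. The median log2 ratio of all Kcr regions was 0.27 and −0.01 in the starvation replicates and −0.05 and −0.11 in the submergence replicates. With TMM factors the starvation changes turned to 178 higher and 389 lower, and the submergence changes were 395 higher and 156 lower. The starvation result also depended on single replicates, since replicate 2 alone gave 631 higher and 1025 lower and replicate 1 alone 3014 higher and 641 lower. So did the submergence result, with 685 higher and 957 lower for replicate 2 alone and 1160 and 591 for replicate 1 alone. Per kb of called peak, 19 regions were higher and 21 lower under starvation, and 5 and 24 under submergence. edgeR's test called 949 regions under starvation, 363 higher and 586 lower, and 603 under submergence, 363 higher and 240 lower. With aligned reads as library sizes it called 540 higher and 294 lower under starvation, and with the tags MACS used 646 and 281 under starvation and 260 and 283 under submergence. The region of chromosome 6 with the largest Kbu rise under starvation also had the largest Kcr rise, from 102 and 300 to 1883 and 2445 tags (log2 fold change 3.21, edgeR adjusted p = 0.00321, both replicates), with called lengths of 1255 and 3467 against 11384 and 11790 bp and a log2 ratio per kb of 1.01. The largest Kcr fall under starvation was on chromosome 3 from 1705334 to 1708496, from 351 and 437 to 80 and 98 tags (−2.40, edgeR adjusted p = 7.22e-04, both replicates), with called lengths from 2827 and 2925 to 1083 and 1140 bp and a log2 ratio per kb of −0.90. Under submergence, the largest rise was on chromosome 2 from 28174514 to 28181315, from 205 and 219 to 790 and 786 tags (2.03, edgeR adjusted p = 2.71e-04, both replicates). Its called length grew from 1448 and 1416 to 6520 and 6480 bp and the log2 ratio per kb was −0.23. The largest fall was on chromosome 2 from 27652607 to 27655365, from 190 and 306 to 70 and 67 tags (−1.70, edgeR adjusted p = 0.00604, both replicates), with called lengths from 1443 and 1615 to 918 and 939 bp and a log2 ratio per kb of −1.04.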

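The marks were compared in the 18167 regions with a peak in all 18 seedling libraries. By the 1.5-fold rule with aligned reads, 7182 of these regions changed in H3K9ac, 394 in Kbu and 229 in Kcr under starvation, and 1425, 350 and 208 under submergence. With TMM factors, which remove the shift of all regions, the numbers were 1846, 385 and 177, and 1113, 232 and 184. edgeR called 7079 regions for H3K9ac, 3895 for Kbu and 599 for Kcr under starvation, and 6007, 1780 and 460 under submergence. The common regions leave out most of the 1.5-fold changes of Kbu and Kcr under starvation but few of those of H3K9ac. Over each mark's own regions, 7332 H3K9ac, 1241 Kbu and 524 Kcr regions changed with aligned reads under starvation. With TMM factors the numbers were 1994, 1445 and 567, and 1188, 552 and 551 under submergence. With aligned reads as library sizes, Kbu came first, counted over each mark's own regions. edgeR then called 3964 of 18611 H3K9ac, 6832 of 25338 Kbu and 834 of 25771 Kcr regions under starvation. Under submergence it called 392, 3499 and 531. DESeq2, over the same 18611 H3K9ac and 25338 Kbu regions, called fewer H3K9ac than Kbu regions under starvation (1929 against 2133) but more under submergence (1138 against 576). The sets differ in size, so these numbers do not rank the marks by share. Over the regions of each mark, the SD of the TMM-scaled log2 ratios was 0.45 for H3K9ac, 0.35 for Kbu and 0.29 for Kcr under starvation, where the noise between replicates was 0.12, 0.12 and 0.18. Under submergence it was 0.36, 0.27 and 0.28, with a noise of 0.11, 0.14 and 0.16. The difference between marks was itself tested as an interaction of mark and treatment, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The starvation change differed between H3K9ac and Kbu in 1709 regions and between H3K9ac and Kcr in 2168 regions, and the submergence change in 1188 and 1478 regions. With the called length as an offset, centred in each library and chosen after seeing the data, 134, 243, 61 and 77 of these regions were called again in the same direction, and 1455, 1881, 984 and 1260 kept their direction at any p. Between Kbu and Kcr, 6 regions differed under starvation and 13 under submergence, with 1434 and 903 at an unadjusted p under 0.05. From the larger number of changed genes for H3K9ac, the paper proposes that this mark is more dynamic than Kbu and Kcr.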

Starvation resulted in more changes of H3K9ac than submergence, suggesting that cellular energy levels might have a higher impact on histone acetylation in plants. 

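Past 1.5-fold in both replicates, 39.4% of the H3K9ac regions changed under starvation and 8.11% under submergence, and per kb of called peak 9.03% and 1.78%. With TMM factors the shares were 10.7% and 6.38%, and with the summed tags 10.5% and 6.33%. Starvation also gave the larger number of H3K9ac changes with a threshold of 2-fold (2164 against 381 regions), with all 4 pairings of treated and control libraries past 1.5-fold (3510 against 617), and in DESeq2 (1929 against 1138 regions at an adjusted p under 0.05). No setting that was run for H3K9ac gave more changed regions under submergence than under starvation. Starvation and submergence were compared with the same control libraries, and the difference between the 2 treatments was not tested.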

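In the regions with peaks in all 18 seedling libraries, 113 of the Kcr-changed regions under starvation (49.3%) changed in the same direction in Kbu by the 1.5-fold rule. They were 80 of the 188 regions with higher Kcr (42.6%, with 1.15% given by chance; Fisher's exact test, two-sided p = 2.88e-109) and 33 of the 41 with lower Kcr (80.5%, chance 1.02%; p = 8.05e-60, Fisher's exact test). Under submergence, 105 Kcr-changed regions (50.5%) also changed in Kbu, 15 of the 62 higher (24.2%, chance 0.215%; Fisher's exact p = 3.75e-28) and 90 of the 146 lower (61.6%, chance 1.71%; Fisher's exact p = 4.32e-125). The p values are across regions, which are not independent replicates. No region changed past 1.5-fold in opposite directions in the 2 marks. The regions with peaks in all 18 libraries held 229 of the 524 Kcr-changed and 394 of the 1241 Kbu-changed regions under starvation. The shares do not cover the others. With TMM factors, the shares under starvation were 44.7% of the higher and 74.3% of the lower Kcr regions, and under submergence 28.6% and 58.1%. Single replicates decided the totals in part, since replicate 2 or replicate 1 alone gave between 16.6% and 40.0% under starvation and between 31.8% and 44.9% under submergence. Over both directions, the shares were 57.1% and 42.4% with TMM factors and 82.6% and 66.3% with edgeR's calls.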

Interestingly, more than 50% genes that showed Kcr changes after starvation (both increase and decrease) or submergence (decrease) also showed changes of Kbu, supporting the concurrency hypothesis of the two marks on many genes. By contrast, only about 10–22% genes with H3K9ac changes showed changes of Kbu or Kcr after starvation or submergence (Fig. 4a), suggesting that H3K9ac and Kbu/Kcr regulate different sets of genes in these conditions and that regulation of H3K9ac and Kbu/Kcr dynamics might involve different mechanisms. 

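Of the H3K9ac-changed regions with peaks in all 18 libraries, 201 (2.80%) also changed in Kbu and 66 (0.919%) in Kcr under starvation, in the same direction, and 219 (15.4%) and 120 (8.42%) under submergence. Under starvation the share in Kbu was 44.4% of the 54 regions with higher H3K9ac and 2.48% of the 7128 with lower H3K9ac, and under submergence it was 10.2% and 16.0%. With TMM factors, 14.2% and 5.96% of the H3K9ac-changed regions changed in Kbu and Kcr under starvation, and 11.3% and 8.18% under submergence. Seen from the other mark, 51.0% of the Kbu-changed and 28.8% of the Kcr-changed regions with peaks in all 18 libraries also changed in H3K9ac under starvation. Under submergence the shares were 62.6% and 57.7%. The 51.0% joins 11.5% of the higher with 95.7% of the lower Kbu regions, where chance gives 39.2% for the lower ones, because so many H3K9ac regions are lower by aligned reads. With TMM factors the shares for Kbu and Kcr were 68.3% and 62.1% under starvation and 54.3% and 49.5% under submergence, and with edgeR's calls 59.4% and 83.3%, and 63.1% and 67.0%.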

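H3K9ac, Kbu and Kcr changed together past 1.5-fold in both replicates in 52 regions under starvation, 19 higher and 33 lower, and in 80 regions under submergence, 8 higher and 72 lower. If the marks changed independently, 0.00643 higher and 0.164 lower regions would be found under starvation and 0.00115 and 0.174 under submergence. With TMM factors the numbers were 84, of which 31 higher and 53 lower, and 54, of which 15 higher and 39 lower. Scaling by the tags MACS used, chosen after seeing the data, turned the starvation split to 59 higher and 29 lower. Calls by edgeR's quasi-likelihood test, the alternative that moved the numbers most, were shared by all 3 marks in 440 regions under starvation and 241 under submergence. With 1 replicate alone, between 105 and 146 regions changed in all 3 marks under starvation and between 143 and 237 under submergence.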

Still, 180 (72 up and 108 down) and 85 (17 up and 68 down) genes showed concurrent changes of the three marks under starvation and submergence, respectively (Fig. 4; Additional file 1: Figure S5).

**Fig. 4:**
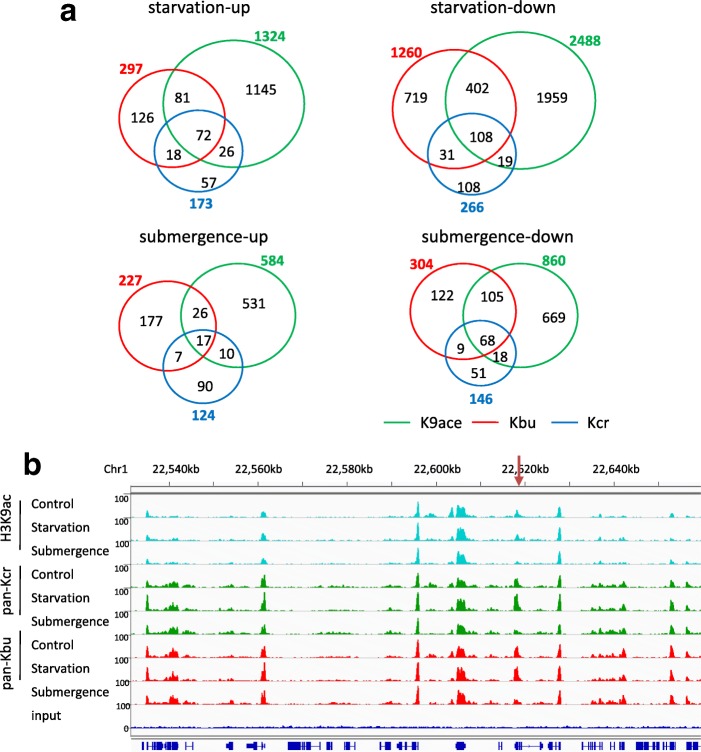
Kbu, Kcr, and H3K9ac changes in rice under starvation and submergence. **a** Overlapping of genes with Kbu/Kcr/H3K9ac changes (increase and decrease) after starvation and submergence treatments. Genes with TPM changes > 1.5-fold in both replicates were taken into consideration. **b** Igv screenshots showing H3K9ac, Kbu, and Kcr peaks in different treatments. Arrow indicates a differentially modified region (see Additional file 1: Figure S5)

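The arrow of Fig. 4b, whose position was read by eye, points to a region of chromosome 1 from 22617214 to 22619501 (MSU7.0). In its called peaks, Kbu had 21.0 ± 3.96 (SD, n = 2) tags per 1000000 aligned reads in the controls, 23.9 ± 1.90 under starvation and 9.70 ± 1.74 under submergence, and Kcr had 18.2 ± 4.68, 23.0 ± 4.94 and 8.80 ± 3.00. H3K9ac had 11.1 ± 0.854 in the controls and 6.15 ± 0.379 under starvation. Its starvation log2 ratios were −0.99 and −0.71 by aligned reads but −0.44 and −0.12 with TMM factors, which remove the shift of all regions. Under submergence H3K9ac had no called peak in replicate 1 and 2.44 in replicate 2. Kbu went from 376 and 442 tags in the controls to 133 and 176 under submergence (edgeR log2 fold change −0.97, adjusted p = 0.00342, lower in both replicates), whereas Kcr went from 275 and 429 to 131 and 189 (−0.98, edgeR adjusted p = 0.0511, lower in both replicates). The called length fell as well, from 2017 and 2032 to 1343 and 1642 bp for Kbu and from 1770 and 1930 to 1347 and 1438 bp for Kcr, and per kb of called peak both marks had a log2 ratio of −0.66. Under starvation the log2 fold change was 0.12 for Kbu (edgeR adjusted p = 0.417, higher in both replicates) and 0.21 for Kcr (edgeR adjusted p = 0.537), where the aligned-read log2 ratios of the 2 Kcr replicates, 0.83 and −0.14, went apart. H3K9ac was not tested there, because 1 of its libraries has no peak.

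**Figure D3:**
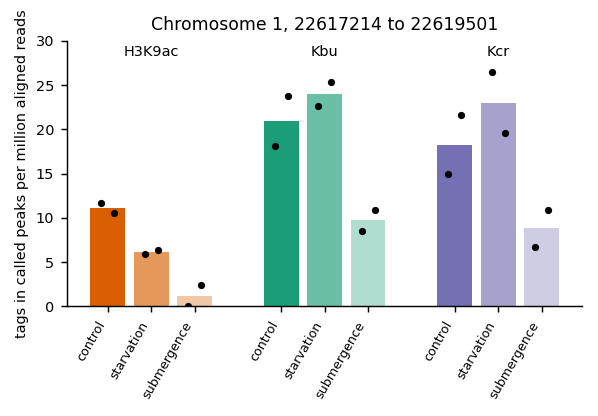
Tags in called peaks per 1000000 aligned reads (y axis) in the region of chromosome 1 from 22617214 to 22619501, for H3K9ac, Kbu and Kcr in control, starved and submerged seedlings (x axis). Bars are means and points the 2 libraries, with a library without a called peak at 0; all 3 marks are lowest under submergence.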

In parallel, RNA-seq analysis revealed that starvation and submergence resulted in differential expression (FDR < 0.05, fold change > 4) of 1967 (1045 upregulated, 922 downregulated) and 1305 (487 upregulated, 818 downregulated) genes, respectively (Additional file 1: Table S2; Figure S4B). GO analysis indicated that the differentially expressed genes induced by starvation are enriched in energy metabolic processes and in stress and stimulus response pathways (Additional file 1: Table S3). Submergence-affected genes were enriched in nucleic acid metabolism and DNA-binding processes in addition to stress and stimulus response pathways (Additional file 1: Table S4). Some of the enriched gene categories were also enriched for H3K9ac, Kbu, and Kcr changes (Additional file 1: Table S3, Table S4). Remarkably, transcription factor genes were found to be enriched among those with increased or decreased H3K9ac under starvation and submergence and with decreased Kbu and Kcr under submergence (Additional file 1: Table S3, Table S4).

To investigate the relationship between histone acetylation/acylation dynamics and gene expression changes, we analyzed changes of H3K9ac, Kbu, and Kcr TPM levels of the differentially expressed genes induced by the stresses. The analysis indicated that H3K9ac change was positively correlated to gene expression change (*r* > 0.6), while the correlation between Kbu or Kcr and gene expression changes is weak (Fig. 5a). In fact, quantitative analysis of concurrent changes of Kbu, Kcr, and H3K9ac proportions revealed that H3K9ac portion increased while Kbu or Kcr portion decreased in upregulated DEGs, whereas the reversed trend was observed in the downregulated genes (Fig. 5b). This analysis supported the above hypothesis that H3K9ac was predominant in gene activation during stress responses. Starvation and submergence resulted in respectively 283 and 129 upregulated (> 4-folds) genes with elevated H3K9ac (> 1.5-folds), and 371 and 146 downregulated (> 4-folds) genes with reduced H3K9ac (> 1.5-folds) (Fig. 5a; Additional file 3). Under starvation, besides photosynthetic genes, glycolytic genes (such as F1.6BP and GAPDH) showed reduced expression and H3K9ac, whereas genes involved in energy mobilization such as those encoding lipases and glycosyl hydrolases displayed higher expression and H3K9ac (Additional file 3). Under submergence, the emblematic marker gene, Sub1C (Os09g11460, an AP2 transcription factor) [19]and gibberellin biosynthetic genes GA20oxidase were found to be among those with upregulation of expression and H3K9ac. Several ZIM (involved in jasmonate-signaling) and VQ domain genes, in addition to many other transcription factor genes, showed reduced expression and H3K9ac (Additional file 3). With the same criteria, relatively fewer genes showed concurrent changes of expression and Kbu or Kcr modification (Fig. 5a; Additional file 3). Most of the genes that displayed concurrent increases or decreases of the three marks, such as Sub1C and Os02g52650 (Fig. 4a; Additional file 1: Figure S4C), were respectively up- and downregulated (Additional file 4).

**Fig. 5:**
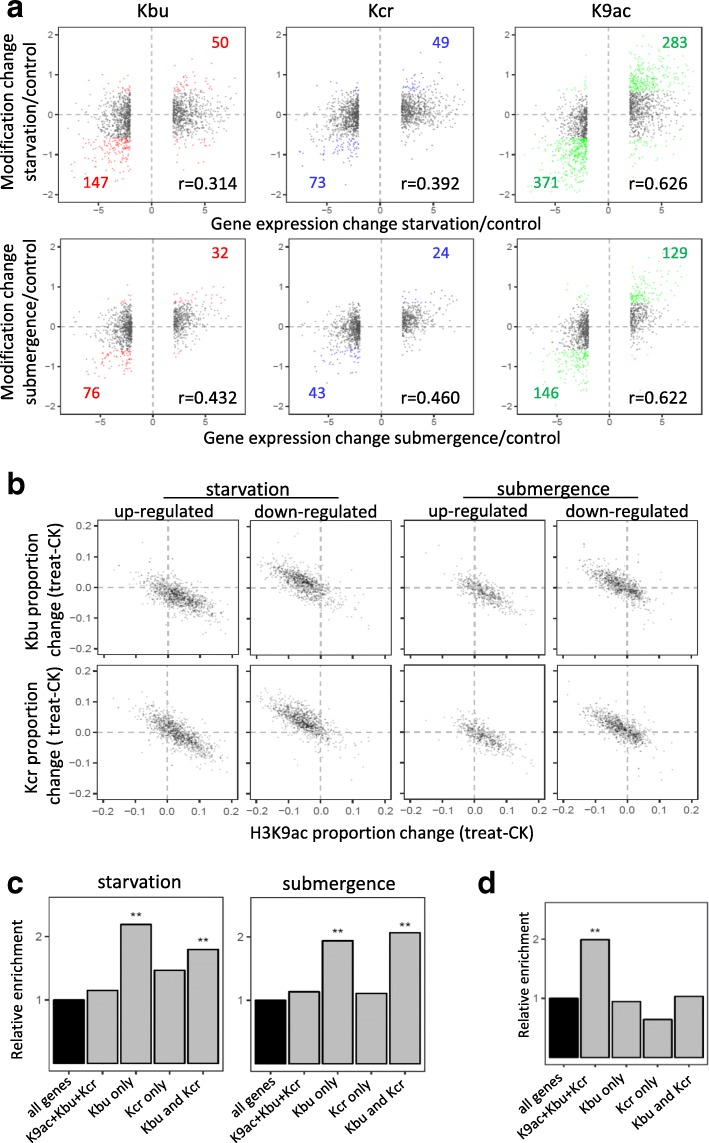
Role of Kbu, Kcr, and H3K9ac dynamics in stress-induced and diurnal gene expression. **a** Plots of Kbu, Kcr, and HK9ace changes of differentially expressed genes in rice under starvation and submergence. *X*-axis: gene expression fold change (log2); *Y*-axis: gene lysine acylation changes (log2); genes with acylation level (TPM) change > 1.5-fold are marked by colors. **b** Scatter plot showing the proportion change of H3K9ac and Kbu/Kcr in starvation/submergence DEGs. Proportion of each modification was calculated by its TPM in gene body divided by total acylation TPM value (K9ac + Kbu + Kcr) in each gene. **c** Enrichment of starvation and submergence upregulated genes with different combinations of the acylation marks. **Significant enrichments (*p* < 0.01). **d** Enrichment of circadian-regulated genes marked by different combinations of lysine acylations (see Additional file 1: Figure S6). **Significant enrichments (*p* < 0.01)

### Kbu may poise external stress-induced gene expression

To check whether Kbu and Kcr played a role to poise genes for stimulus-induced expression, we analyzed upregulated genes under starvation and submergence and found that the genes marked by Kbu alone or by Kbu and Kcr were significant enriched compared to the genome-wide averages (Fig. 5c). By contrast, no enrichment was observed for genes concurrently modified by the three marks or by Kcr alone. The analysis supported the hypothesis that Kbu might have a function to poise genes for environmental stress-induced activation.

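H3K9ac was profiled in leaves at ZT0, ZT6, ZT12 and ZT18 (hours after the start of the light period), with 2 libraries per time point, and the labels of the libraries give an age of 30 days. The authors deposited a MACS peak list for each of the 8 libraries, with 21585 to 24441 peaks called from 5914314 to 16232431 tags. Averaged over both directions, between 92.4% and 96.1% of the peaks overlapped a peak of the other replicate of their time point. Tags were counted in the 18346 regions with a peak in all 8 libraries and compared over the 4 time points with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. At an adjusted p under 0.05, H3K9ac differed between time points in 6758 regions (36.8%). It was highest at ZT0 in 1601 of them, at ZT6 in 2156, at ZT12 in 1945 and at ZT18 in 1056. The median range over the time points was 0.84 log2 units in the called and 0.43 in all regions, and 2484 called regions had a range of at least 1 log2 unit. Between pairs of time points, the number of called regions went from 1596 (ZT18 against ZT12) to 5592 (ZT12 against ZT0). Taking the aligned reads as library sizes lowered the number over all time points to 515, the largest effect of any alternative. A test without the shallowest library, replicate 2 of ZT18, was added after the data were seen. It leaves 1 library at ZT18, so the number of its calls is not given.
The 2 regions with the largest range peaked at different times. On chromosome 5 from 29222902 to 29227833, H3K9ac had 265.4 ± 8.61 (SD, n = 2) tags per 1000000 TMM-scaled tags at ZT0, 156 ± 13.4 at ZT6, 9.26 ± 1.75 at ZT12 and 37.2 ± 5.79 at ZT18, a range of 4.81 log2 units (edgeR adjusted p = 6.61e-06, both replicates of ZT0 above every other library). On chromosome 1 from 167450 to 173529, it had 17.2 ± 0.976 at ZT0, 260.3 ± 75.7 at ZT6, 432 ± 27.4 at ZT12 and 78.9 ± 8.94 at ZT18, a range of 4.63 log2 units (edgeR adjusted p = 2.56e-05, both replicates of ZT12 above every other library). Expression at the same time points was not analysed here.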

To study whether Kbu had a function to poise gene activation by internal signals, we identified genes that displayed circadian expression in the rice seedlings at four diurnal time points by RNA-seq (Additional file 1: Table S2) and also analyzed H3K9ac by ChIP-seq of the samples (Additional file 1: Table S1). Genes with significant expression changes (FDR < 0.05, fold change > 2) in more than two of the six comparisons were considered to have diurnal rhythm (Additional file 1: Figure S6A). By these criteria, 2867 diurnal cycling genes (about 13% of expressed genes) were found, and their expression dynamics was tightly correlated with that of H3K9ac levels (Additional file 1: Figure S6B and S6C). Genes marked concurrently by the three marks were enriched for the diurnal expression, whereas those marked by Kbu and Kcr were not enriched (Fig. 5d). Thus, Kbu appeared to be preferentially involved in poising genes for stress-induced activation, whereas H3K9ac is associated with internal circadian gene expression.

### SRT2 is involved in erasure of histone Kcr in rice

Mammalian sirtuin and Zn-finger HDAC proteins are found to have debutyrylase and/or decrotonylase activities [9, 20]. To investigate whether rice sirtuin proteins could regulate histone Kbu and Kcr, we analyzed *OsSRT1*RNAi plants [21, 22] and *ossrt2* CRISPR mutants (Additional file 1: Figure S7) by immunoblots using anti-Kbu and anti-Kcr antibodies (Additional file 1: Figure S8; Fig. 6a). In *OsSRT1* RNAi plants, we did not detect any clear difference of Kbu or Kcr but a clear increase of H3K9ac compared with wild type plants. In *ossrt2* mutants, an increase of both H3K9ac and Kcr, but not Kbu, was observed. In addition, we analyzed a Zn-binding RPD3 type HDAC HDA705 [23, 24]. Its mutation resulted in some increase of H3K9ac but had no clear effect on Kbu and Kcr. The results suggest that OsSRT2 has a decrotonylase activity. The in vitro decrotonylase activity of *Escherichia coli*-produced OsSRT2-GST fusion protein was confirmed by fluorometric assays (Fig. 6b). Substitutions of two conserved residues in the catalytic domain of SIR2 proteins in SRT2 abolished the activity (Fig. 6b). The relatively weak effect of *ossrt2* mutation and no effect of *OsSRT11* RNAi on Kbu or Kcr might suggest a redundant function of OsSRT1 and OsSRT2 in lysine deacylation in rice.

**Fig. 6:**
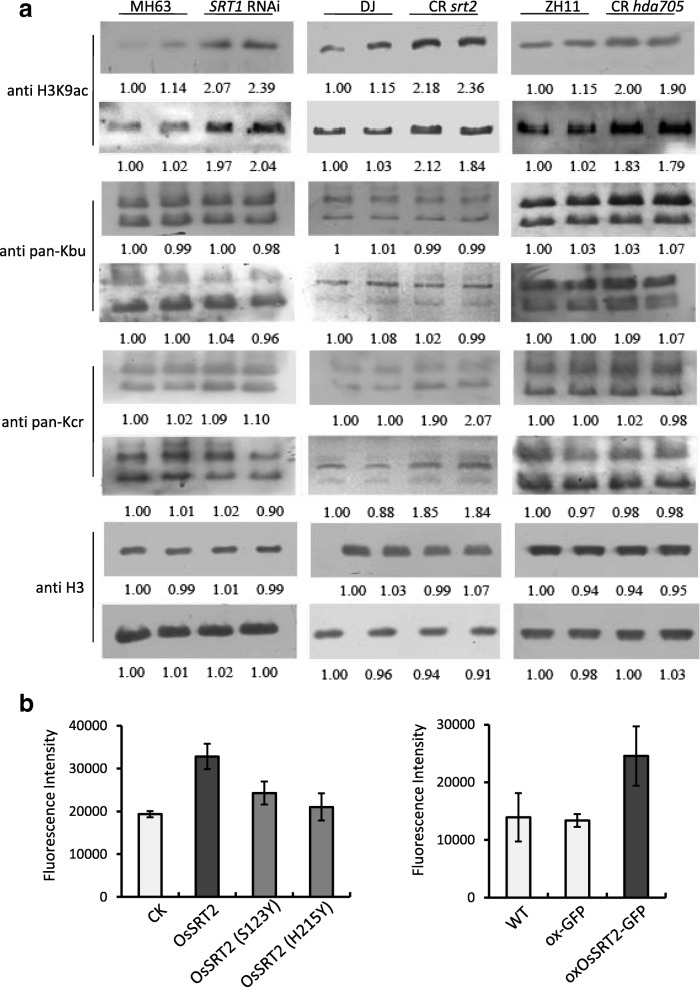
Rice SRT2 has a decrotonylase activity. **a** Histone H3K9ac, Kbu, and Kcr levels in *SRT1* RNAi, *srt2* CRISPR, and *hda*705 CRISPR plants compared to wild types (MH63, DJ, and ZH11) were detected by immunoblotting. Each sample was loaded twice and two replicates for each immunoblot are shown. Relative quantified signals of each band are indicated with the first wild type loading set as 1. **b** In vitro lysine decrotonylation activity of OsSRT2 by fluorometric assays. Left panel, assays with *E. coli*-produced OsSRT1-GST protein. GST and mutated OsSRT2 (S123 Y and H215 Y in the catalytic domain) were used as control. Right panel: assays with OsSRT1 protein produced in transient transfected tobacco cells. Bars are means ± SD from three biological replicates

## Discussion

Lysine butyrylation (Kbu) and crotonylation (Kcr) result in extended hydrocarbon chains that increase the hydrophobicity and bulk of the modified lysine residues in histones exceeding that of lysine acetylation. Whether and how these epigenetic modifications affect gene expression and how they are regulated remains unknown in plants. In this work, we identified a large number of rice histone Kbu and Kcr sites in rice. Although many Kbu and Kcr sites are conserved in mammalian histones, several ones appear to be specific in plants. For instance, H3K14bu seems to exist only in plant and yeast. In addition, we showed that rice Kbu and Kcr are peaked at the TSS regions which is different from human or mouse histone Kbu and Kcr that have also a peak in enhancers at the 5′ region in addition to the TSS [8]. This may be due to architectural difference of cis-regulatory elements between plant and mammalian genes. We showed that histone Kbu and Kcr mark a large number of genes in rice. The majority of Kbu- and Kcr-marked genes are also marked by H3K9ac and are transcriptionally active, which seems to be distinct from results obtained in mammalian cells, in which it has been shown that histone acetylation dynamically competes with butyrylation of highly active gene promoters. The high degree of overlapping between H3K9ac and Kbu/Kcr in the rice genome supports the model in which genomic loci are distinguished not by the presence or absence of a particular acylation but probably by the proportional mixture of distinct acylations. The differential changes of H3K9ac and Kbu/Kcr induced by starvation and submergence suggest that environmental and metabolic cues control proportion of histone acylations in plants, which controls the expression of responsive genes. Several recent studies in animal cells have demonstrated that alterations in the proportional mixture of histone acylations have functional consequences and correlate with distinct physiological states [10, 11, 25–27]. Higher correlations between H3K9ac and expression changes compared to Kbu and Kcr observed in this study suggest that histone acylations may provide a platform for H3K9ac during gene activation in plants. In line with this hypothesis is data showing that Kbu may poise for stress-induced gene activation. The observations that starvation and submergence induced changes of H3K9ac and Kbu/Kcr from different sets of genes and that relatively few genes showed concurrent changes between expression and Kbu or Kcr suggest that the two histone acylation marks and H3K9ac have non-redundant functions in these contexts. Therefore, relative levels of histone acylation and acetylation regulated by environmental and metabolic changes may be a mechanism that fine-tunes regulation of gene expression for plant adaptation.

It has been shown that histone acetyltransferases, such as CBP/p300, catalyze both histone acetyl and non-acetyl acylation [6, 10, 13, 14] and that the different acyl-CoAs compete for binding to the enzyme [9]. Acetyl-CoA produced from cytosolic/nucleic citrate by ATP citrate lyase (ACL) is the major source for histone acetylation. Depletion of acetyl-CoA by knockdown of *ACL* reduces histone lysine acetylation in both animal and plant cells [28, 29]. Reduction of the cytoplasmic and nuclear pools of acetyl-CoA led to an increase in CBP/p300-catalyzed Kcr in animal cells and the increase in Kcr could be reduced by replenishing the acetyl-CoA pools [10]. Thus, under conditions in which acetyl-CoA is reduced, other acyl-CoA forms will be used more often to modify histones. The relative stability of Kbu and Kcr in rice under starvation and submergence may be due to the possibility that under these conditions tricarboxylic acid cycle (TCA) activity is low resulting in lower cytosolic/nuclear acetyl-CoA, which may be in favor of stabilizing histone Kbu/Kcr acylation. Furthermore, the differential dynamism between H3K9ac and Kbu/Kcr during starvation and submergence may be also related to difference in their erasure mechanism, as only the mutation of *ossrt2* had an effect on Kcr, while the three tested HDAC (SRT1, SRT2, and HDA705) all resulted in increases of H3K9ac (Fig. 6). This is in line with the suggestion that non-acetyl histone acylation is mainly removed by sirtuin HDACs, while lysine acetylation can be reversed by both sirtuin and Zn-containing HDAC [9], although mammalian HDAC1 is shown to have a decrotonylase activity [12] . However, it is not excluded that anti-Kbu and anti-Kcr antibodies that detect the modifications at all histone sites may not readily detect changes at specific histone lysine sites. A mixture of signals (Kcr or Kbu on different lysines) may change less compared to a single modification (H3K9ac). In addition, Kbu/Kcr/H3K9ac may be regulated at different time points during the stresses. It is also not excluded other factors related to stresses may be involved in the differential changes of histone acylations.

## Conclusions

We identified many plant histone Kbu and Kcr sites, which mark a large number of genes in rice. Kbu and Kcr sites are enriched at 5′ region of active genes and most of the H3K9ac-marked genes are co-marked by Kbu and Kcr. However, histone Kbu, Kcr, and H3K9ac display different dynamics in responding to environmental and metabolic cues and have non-redundant functions in gene activation in rice under starvation and submergence. Histone acylation (i.e., Kbu) are likely to poise genes for stress induction and provide a platform for H3K9ac during gene activation in plant. Our data indicate that the proportion of rice histone lysine acetylation and acylation is dynamically regulated by environmental and metabolic signals, which may serve as a mechanism to fine-tune epigenetic control of plant adaptation to environmental variation.

## Methods

### Plant material and treatments

Rice (*Oryza sativa*) wild type and mutant or RNAi plants were germinated and grown on hormone-free, one-half-strength Murashige and Skoog medium under 16/8 h of light/dark at 30 °C/25 °C. For starvation treatment, 10-day-old wild type DongJin (DJ) seedlings were moved into dark at 6:00 pm and cultured for 48 h. For submergence treatment, 12-day-old wild type seedlings were submerged in distilled water at noon (12:00 am) for 6 h. Seedling leaves of all samples were harvested at 6:00 pm for chromatin and total RNA extraction.

### Histone extraction and immunoblot analysis

Histone-enriched fractions were extracted from seedlings of Arabidopsis, rice, maize, and tobacco plants using EpiQuik Total Histone Extraction Kit (Epigentek USA, OP-0006-100). The histone-enriched fractions were used for immunoblot analysis; antibodies used in this study were anti-H3 (ab1791; Abcam), anti-H3K9ace (07-352; Millipore), anti-butyryllysine (PTM-301; PTM Biolabs), and anti-crotonyllysine (PTM-501; PTM Biolabs). Immunoblotting results were quantified using ImageJ (v1.6.0_24).

### Vector construction for the CRISPR/Cas9 system

The single-guide RNA (sgRNA) design for the CRISPR/Cas9 system and plasmid construction was conducted as previously described [30]. A web application tool, CRISPR-P (http://cbi.hzau.edu.cn/crispr), was used to select sgRNAs targeting exons of the target genes. The Cas9 destination vector was driven by the maize ubiquitin promoter for expression in rice, and sgRNA expression was driven by the pol III type promoter of U3 sgRNA. Gibson Assembly Cloning method [31] was used to mobilize sgRNA, after which the binary T-DNA vectors for co-expression of Cas9 and sgRNA were transformed into rice calli. Genomic sequences of *OsSRT2* (LOC_Os12g07950) and *OsHDA705* (LOC_Os08g25570) were obtained from Rice Genome Annotation Project (http://rice.plantbiology.msu.edu/). Mutation sites of *OsSRT2* and *OsHDA705* are shown in Additional file 1: Figure S7.

### LC–MS/MS and data analysis

Rice seedlings were grinded by liquid nitrogen; core histones were extracted by H2SO4 and digested by trypsin. Lysine crotonylation (Kcr) and butyrylation (Kbu) peptides were enriched by pre-washed antibody beads (PTM Biolabs, Hangzhou). The eluted peptides were cleaned with C18 ZipTips (Millipore) according to the manufacturer’s instructions, followed by analysis with LC–MS/MS. The resulting MS/MS data was processed using MaxQuant with integrated Andromeda search engine (v.1.5.2.8). Tandem mass spectra were searched against UniProt_*Oryza sativa* database (https://www.uniprot.org/) concatenated with reverse decoy database. False discovery rate thresholds for protein, peptide, and modification site were specified as 1%; minimum peptide length was set at 7; and the site localization probability was set as > 0.75.

### Chromatin immunoprecipitation

Two grams of rice seedling leaves was cross-linked by 1% formaldehyde and used for chromatin extraction. After sonication, chromatin fragments were incubated with antibody (anti-H3K9ac, anti-Kbu, and anti-Kcr)-coated beads (Invitrogen/Life Technologies; 10001D) overnight. Specificity of anti-Kbu and anti-Kcr was tested by dot blots (Additional file 1: Figure S8). After extensive washing, immunoprecipitated chromatin was de-cross-linked and retrieved for qPCR or sequencing. Anti-H3K9ace (07-352; Millipore), anti-butyryllysine (PTM-301; PTM Biolabs), and anti-crotonyllysine (PTM-501; PTM Biolabs) antibodies were used.

### ChIP-seq and data analysis

DNA from chromatin immunoprecipitation was used to construct sequencing libraries following the protocol provided by the Illumina TruSeqChIP Sample Prep Set A and sequenced on Illumina HiSeq 2000 with PE 150 method.

Trimmomatic (version 0.32) was used to filter out low-quality reads. Clean reads were mapped to the rice genome (MSU7.0) by Bowtie2 (version 2.2.5), allowing up to two mismatches. Samtools (version 0.1.19) was used to remove potential PCR duplicates, and MACS software (version 1.4.2) [32] was used to call histone modification peaks by default parameters (bandwidth, 300 bp; model fold, 10, 30; *p* value, 1.00e−5). Wig files produced by MACS software were used for data visualization by IGV (version 2.3.88). Genes that have modification peaks in gene body or 2 kb upstream in both replicates were defined as modified genes. Tags per kilobase of gene length per million mapped reads (TPM) was used in analyzing gene modification level; genes with TPM fold change > 1.5 in both replicates were considered as differentially modified genes.

In analyzing the relationship between different histone modifications, the rice genome were divided into 1-kb bins and the TPM values in each bin were used to calculate correlation coefficient; data were visualized by R package corrplot (v0.77). In drawing curves of modification distribution over genes, gene body and ± 2-kb regions were divided into 50-bp bins and the average TPM in each bin were plotted. Proportion of each modification was calculated by TPM values in gene body divided by the total acylation TPM value (K9ac + Kbu + Kcr) in each gene.

### RT-qPCR and ChIP-qPCR analysis

Total RNA was isolated using TRIzol reagent (Invitrogen). Four micrograms of total RNA was used to synthesize complementary DNA with reverse transcription kit (Promega). Real-time PCR was performed using SYBR Premix ExTaq (TaKaRa) on ABI 7500 real-time PCR system. Levels of rice *ACTIN* or input (chromatin sample without immunoprecipitation) were used for normalization in RT-qPCR or ChIP-qPCR, respectively. Primers used in RT-qPCR and ChIP-qPCR are listed in Additional file 1: Table S5.

### RNA-seq and data analysis

RNA samples were isolated using TRIzol reagent (Invitrogen). The RNA-seq libraries were prepared using the Illumina TruSeq RNA Sample Preparation Kit and sequenced on Illumina HiSeq 2000 with PE150 method.

RNA-seq data were filtered by Trimmomatic (version 0.33) to remove contaminations and low-quality reads. Tophat (version 2.0.14) and Cufflinks (version 2.2.1) [33] were used to map clean reads to rice genome (MSU 7.0) and calculate differentially expressed genes. Genes with adjusted *p* value < 0.05 and fold change > 4 in starvation or submergence treatments were considered differentially expressed.

### In vitro lysine decrotonylation assays

For OsSRT2 point mutations, forward and reverse primers covering the mutation sites (S123Y and H215Y) were designed (Additional file 1: Table S6) and the fusion PCR was adopted to obtain the mutated OsSRT2 coding sequences, which were then ligated to the protein expression vector PGEX4T-1. OsSRT2-GST, mutants of OsSRT2-GST, and GST proteins were expressed in *E. coli* and purified using Glutathione Sepharose 4B beads (GE Healthcare 17-0756101). The OsSRT2 full-length cDNA was cloned into pCambia 1301 vector between the 35S promoter and GFP sequences. The resulting vector 35S-SRT2-GFP and empty vector (35S-GFP) were transfected into tobacco leaf cells. After 36 h infection, the leaves were harvested. About 2-g samples were ground into fine powder in liquid nitrogen. Nuclear proteins were extracted as described previously [21] and suspended in 500 μL reaction buffer.

Reactions were performed as described [8] in a final volume of 200 μL per well in a 96-well microplate. Briefly, 1 μL of Boc-Lys(crotonyl)-AMC stocking solution (10 mM) and 50 μg purified protein or 80 μL nuclear lysis were added to the reaction buffer (25 mM Tris-HCl, 130 mM NaCl, 3.0 mM KCl, 1 mM MgCl2, 0.1% PEG8000, 500 μM NAD^+^, pH = 8.0) and incubated at 30 °C for 3 h. The reaction was then stopped by adding 25 μL of trypsin solution (25 mM Tris-HCl, 130 mM NaCl, 3.0 mM KCl, 1 mM MgCl, 30% isopropanol, 0.01 mg/mL trypsin, pH = 8.0). The resulting solvent was mixed and incubated at 30 °C for another 1 h. The fluorescence was analyzed by a fluorescence plate reader with excitation and emission wavelengths at 355 nm and 460 nm, respectively. Boc-Lys(crotonyl)-AMC were gifted by Prof. Yingming Zhao’s lab.

### Gene ontology analysis

Gene ontology classification provided in Rice Genome Annotation Project (http://rice.plantbiology.msu.edu/) was used to assign genes to a hierarchical biological process following the criteria of the Gene Ontology Consortium databases (http://www.geneontology.org/external2go/tigr2go). The *p* value of a particular GO item was calculated with Pearson’s chi-squared test and corrected by FDR, with an FDR cutoff of 0.05 as the significance threshold.

## Additional files

Additional file 1: **Figure S1.**-**Figure S8.** and **Table S1.**-**Table S6.**

Additional file 2: LC-MS results.

Additional file 3: Lists of up- or downregulated genes with correlating changes of H3K9ac, Kbu, or Kcr under submergence or starvation.

Additional file 4: Expression levels of genes with concurrent changes of Kbu, Kcr, and H3K9ac.

Additional file 5: Review history.

# Supplementary material for: Dynamics and functional interplay of histone lysine butyrylation, crotonylation, and acetylation in rice under starvation and submergence
**Source:** Genome Biol. 2018 Sep 25;19:144. doi: 10.1186/s13059-018-1533-y
**Supplement:** Supplementary file 1 — Figure S1.-Figure S8. and Table S1.-Table S6.

A

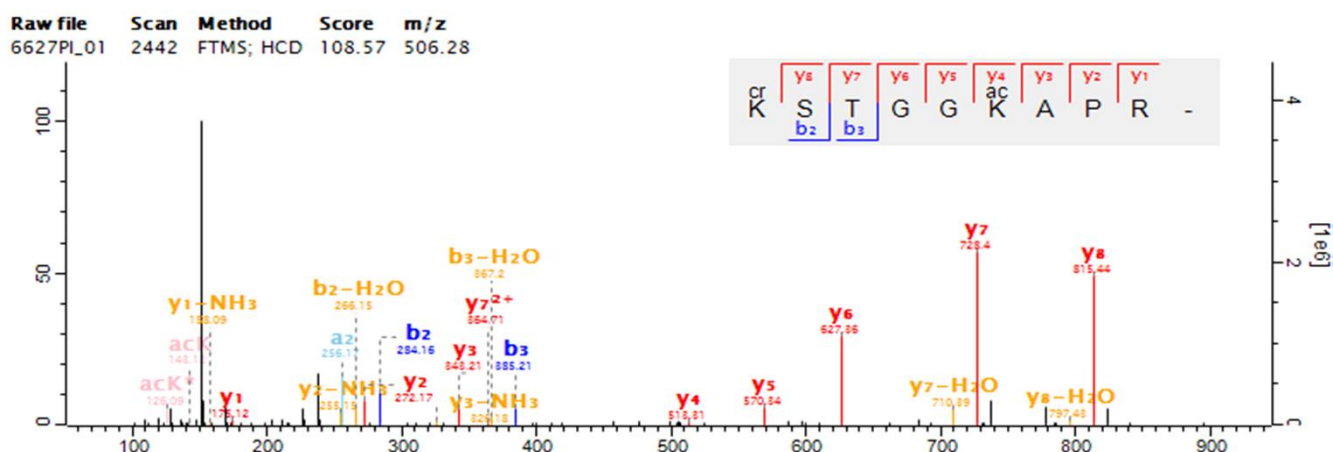

B

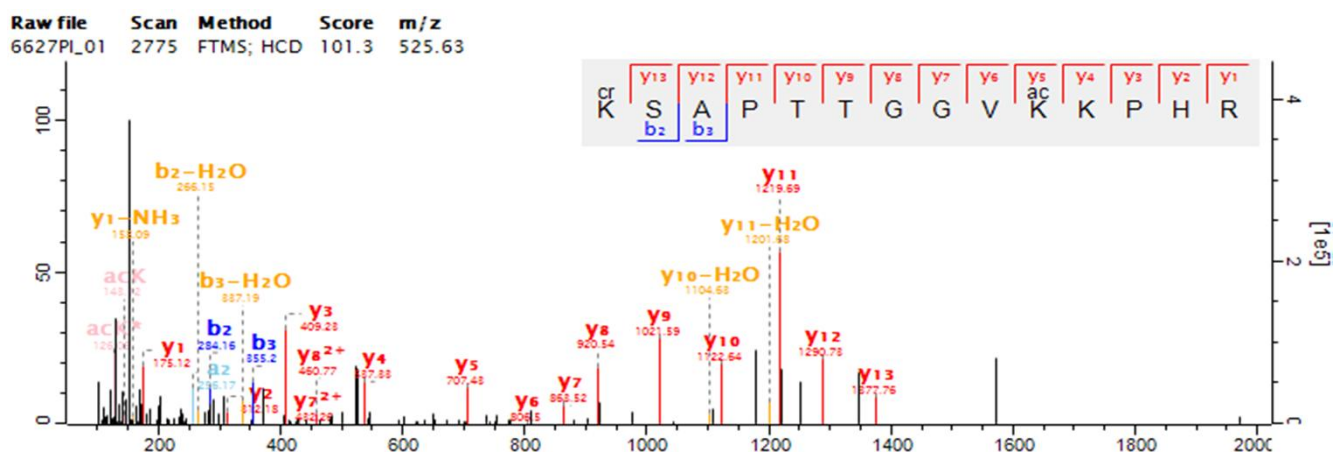

C

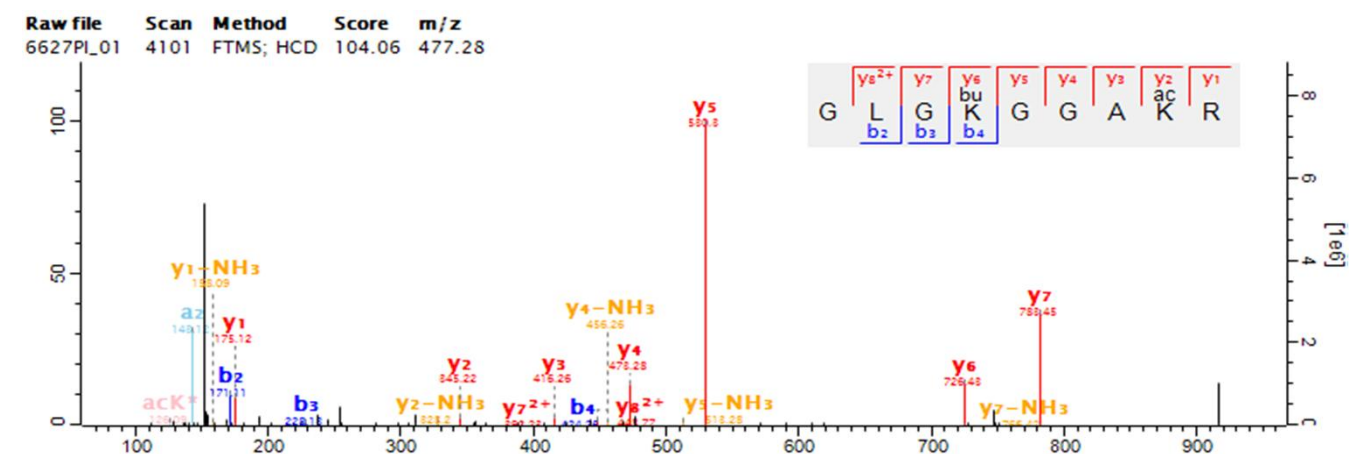

Figure S1. MS spectra of histone Kbu and Kcr sites in rice.

(A) MS/MS spectra of a tryptic peptide on histone H3K9 crotonylated peptide \_K(cr)STGGK(ac)APR;

(B) MS/MS spectra of a tryptic peptide on histone H3K27 crotonylated peptide \_K(cr)SAPTTGGVK(ac)KPHR;

(C) MS/MS spectra of a tryptic peptide on histone H4K12 butyrylated peptide \_GLGK(bu)GGA(ac)R.

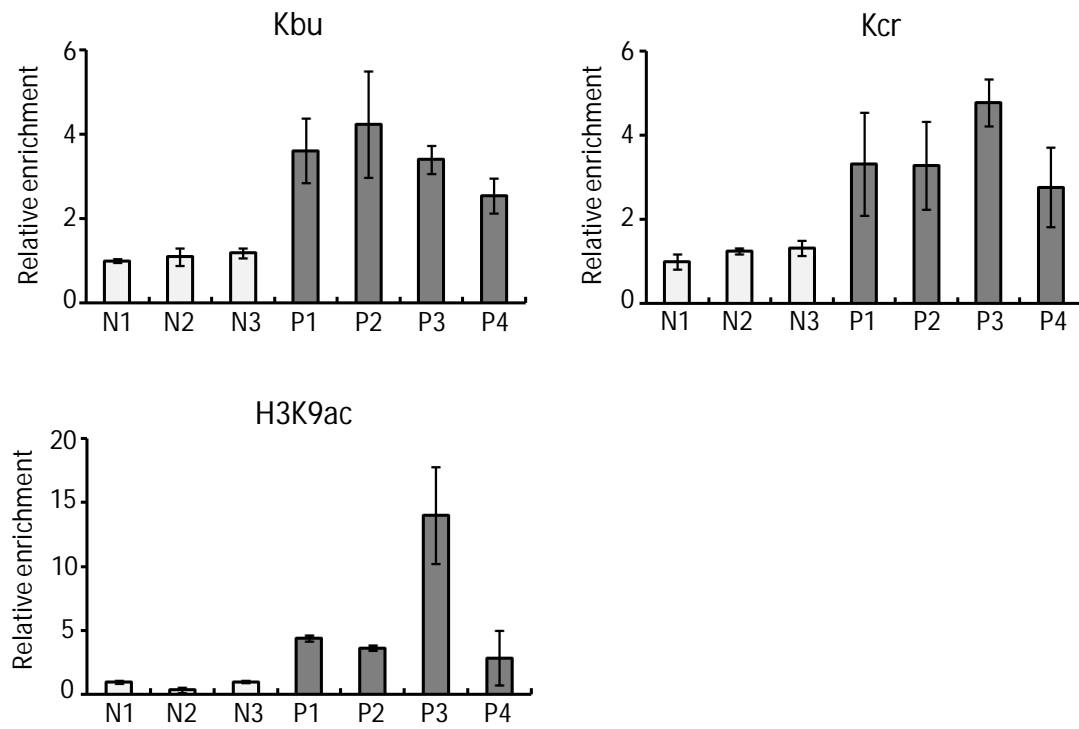

Figure S2. ChIP-qPCR validation of some modified genes (P1-P4) or unmodified genes (N1-N3). Bars are means  $\pm$  SD from three biological replicates. Tested locus N1: LOC\_Os12g37419; N2: LOC\_Os01g66080; N3: LOC\_Os01g65580; P1: LOC\_Os09g11460; P2: LOC\_Os07g47670; P3: LOC\_Os02g52650; P4: LOC\_Os01g66300.

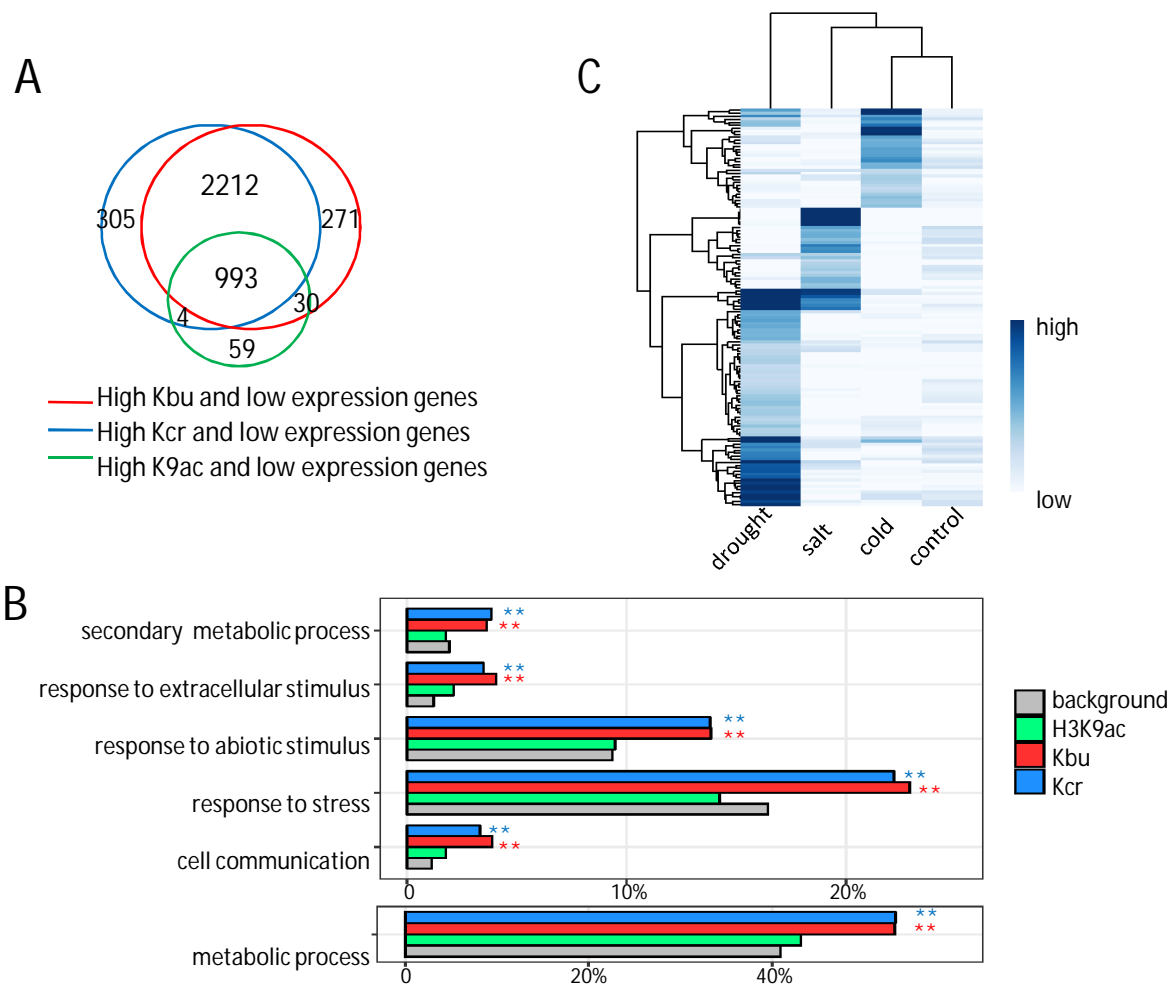

Figure S3. Kbu/Kcr-marked silent genes are enriched in stress responses and metabolic processes.

(A) Venn diagram of genes with very low expression (RPKM<0.1) and high modification levels (TPM in gene body >50) of H3K9ac (N=1120), Kbu (N=3506), and Kcr (N=3514).

(B) Gene ontology enrichment of H3K9ac-marked silent genes (N=1086) and Kbu/Kcr-specifically marked silent genes (N=2483 for Kbu, N=2517 for Kcr). Each group of genes was compared to all genes (background). X-axis: percentage of genes involved in the processes. \*\* FDR<0.01.

(C) Expression profile of some Kbu and Kcr-marked silent genes that are induced by stress treatments. Data of drought (GSE81462), salt (GSE101734), and cold (GSE67373) treatments were downloaded from GEO.

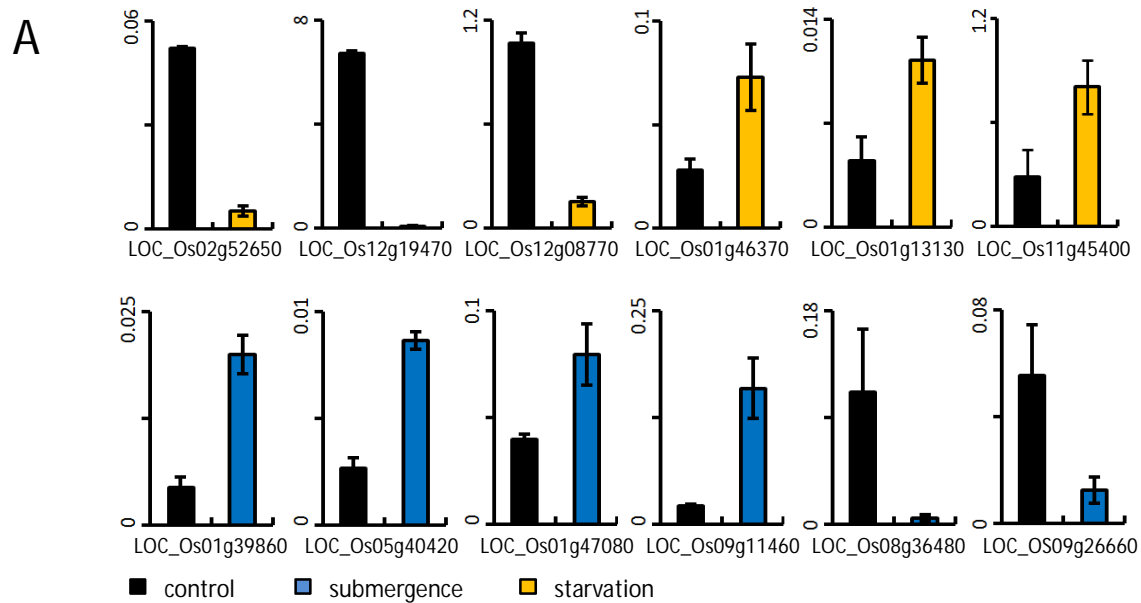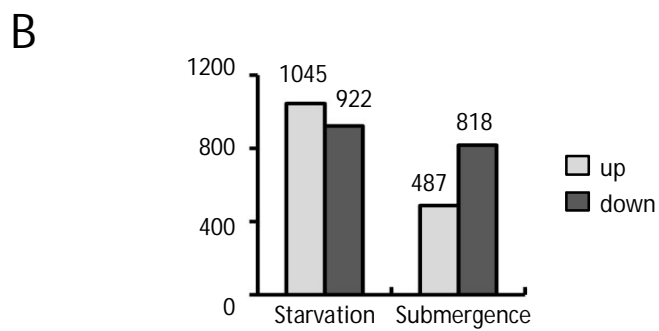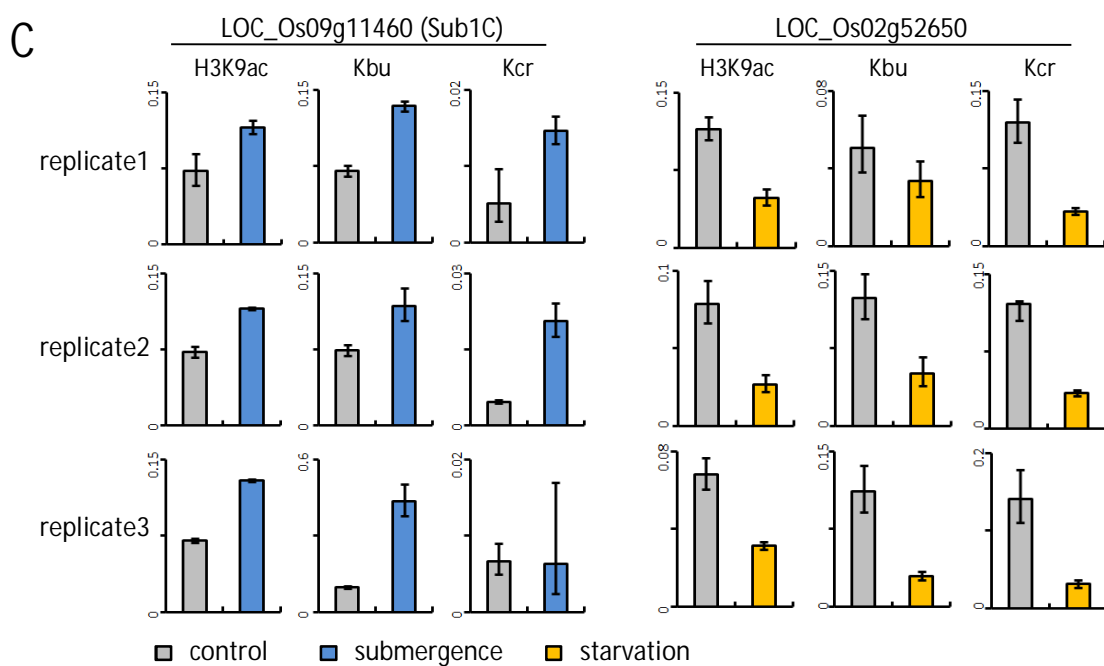

Figure S4. Validation of differentially expressed genes and their acetylation and acylation levels.

A. Validation of marker genes induced by starvation and submergence treatments. Y-axis stands for relative expression level compared with *Actin*. Bars are means  $\pm$  standard deviation (SD) from three biological replicates. See also Table S3 for gene annotations.

B. Number of differentially expressed genes in starvation and submergence detected in the two replicates of RNA-seq (FDR<0.05, fold change>4).

C. ChIP-qPCR validation of H3K9ac, Kbu, and Kcr changes of two marker genes in the treatments. Y-axis stands for relative enrichment of corresponding modification, calculated by  $0.5^{\Delta Ct}$  (IP–input). Bars are means  $\pm$  SD from three technical replicates; three biological replicates are shown separately.

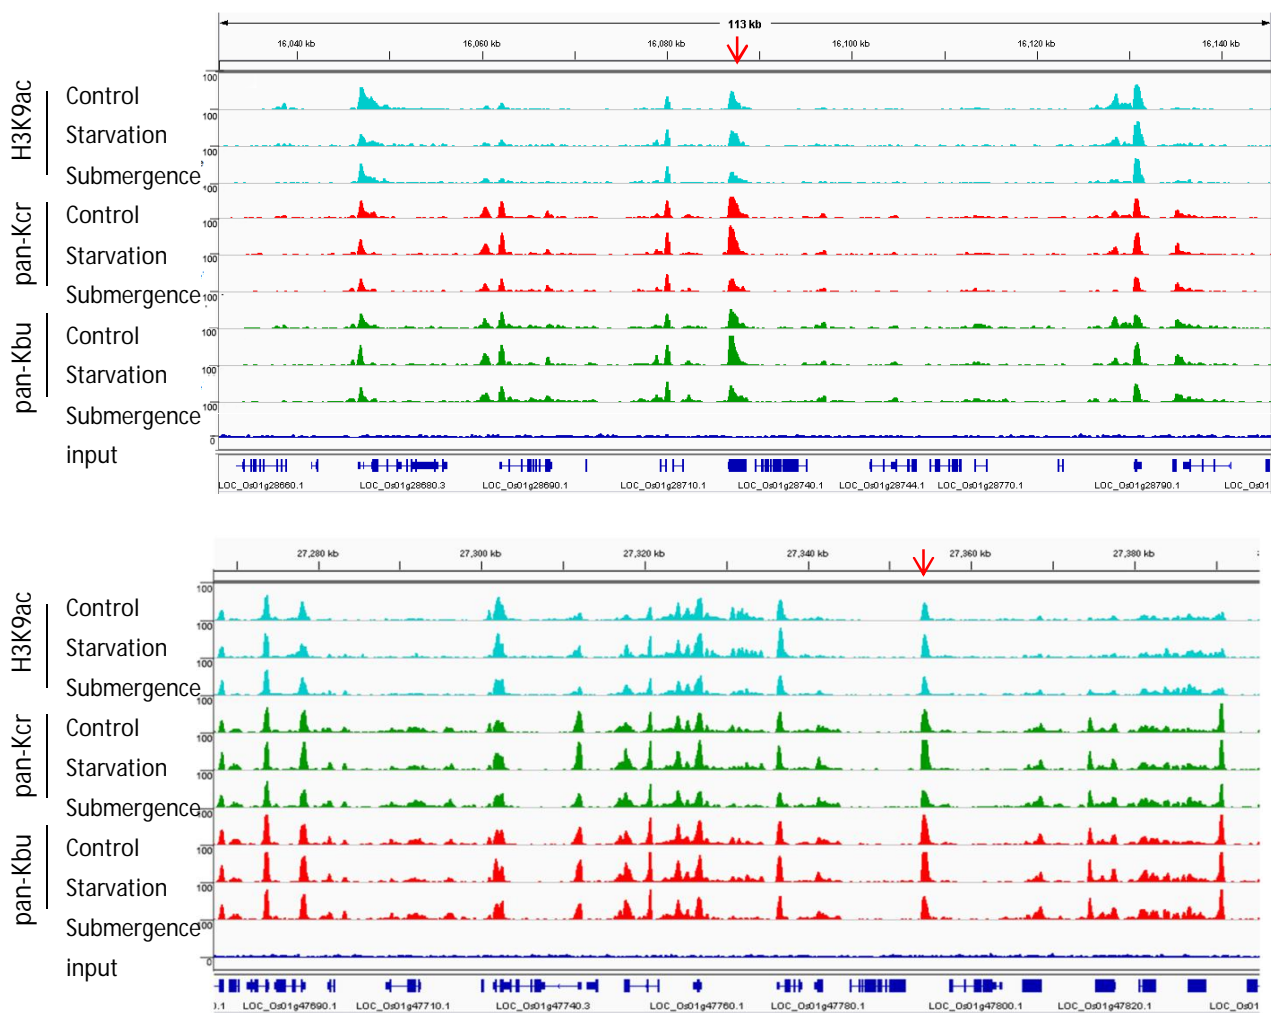

Figure S5. Igv screenshots showing K9ac, Kbu, and Kcr peaks in different treatments. Arrows indicate differentially modified regions.

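The 2 arrows of Figure S5, whose positions were read by eye, point to regions of chromosome 1 from 16086168 to 16088828 (left) and from 27353473 to 27355366 (right). In the left region, H3K9ac went from 294 and 353 tags in the controls to 146 and 133 under starvation and to 179 and 246 under submergence. Its log2 ratios by aligned reads were −0.69 and −1.15 under starvation and −0.54 and −0.68 under submergence, and per kb of called peak −0.48 and −0.58 on average. The called lengths were 1946 and 2382 bp in the controls, 1680 and 1507 bp under starvation and 2086 and 2113 bp under submergence. The log2 fold changes were −0.35 (edgeR adjusted p = 0.0213, lower in both replicates) and −0.46 (edgeR adjusted p = 0.00488, lower in both replicates). Kbu and Kcr were not called there, with log2 fold changes of −0.03 (edgeR adjusted p = 0.807) and 0.11 (edgeR adjusted p = 0.481) under starvation and −0.11 (edgeR adjusted p = 0.378) and −0.11 (edgeR adjusted p = 0.499) under submergence. In the right region, H3K9ac went from 215 and 279 to 142 and 178 tags under starvation, with log2 ratios by aligned reads of −0.28 and −0.39 but a mean of 0.24 with TMM factors (edgeR log2 fold change 0.23, adjusted p = 0.0695). Its called length went from 1414 and 1636 to 1243 and 1411 bp, and the log2 ratio per kb was −0.13. The other log2 fold changes of edgeR there were of at most 0.23 in size and none was called, with edgeR adjusted p values from 0.21 (Kbu, starvation, 0.17) to 0.479 (Kcr, starvation, 0.17). By aligned reads, the mean log2 ratios there were 0.25 for Kbu and 0.29 for Kcr under starvation, with 0.64 and −0.07 in the Kcr replicates, and −0.25, −0.30 and −0.31 for H3K9ac, Kbu and Kcr under submergence.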

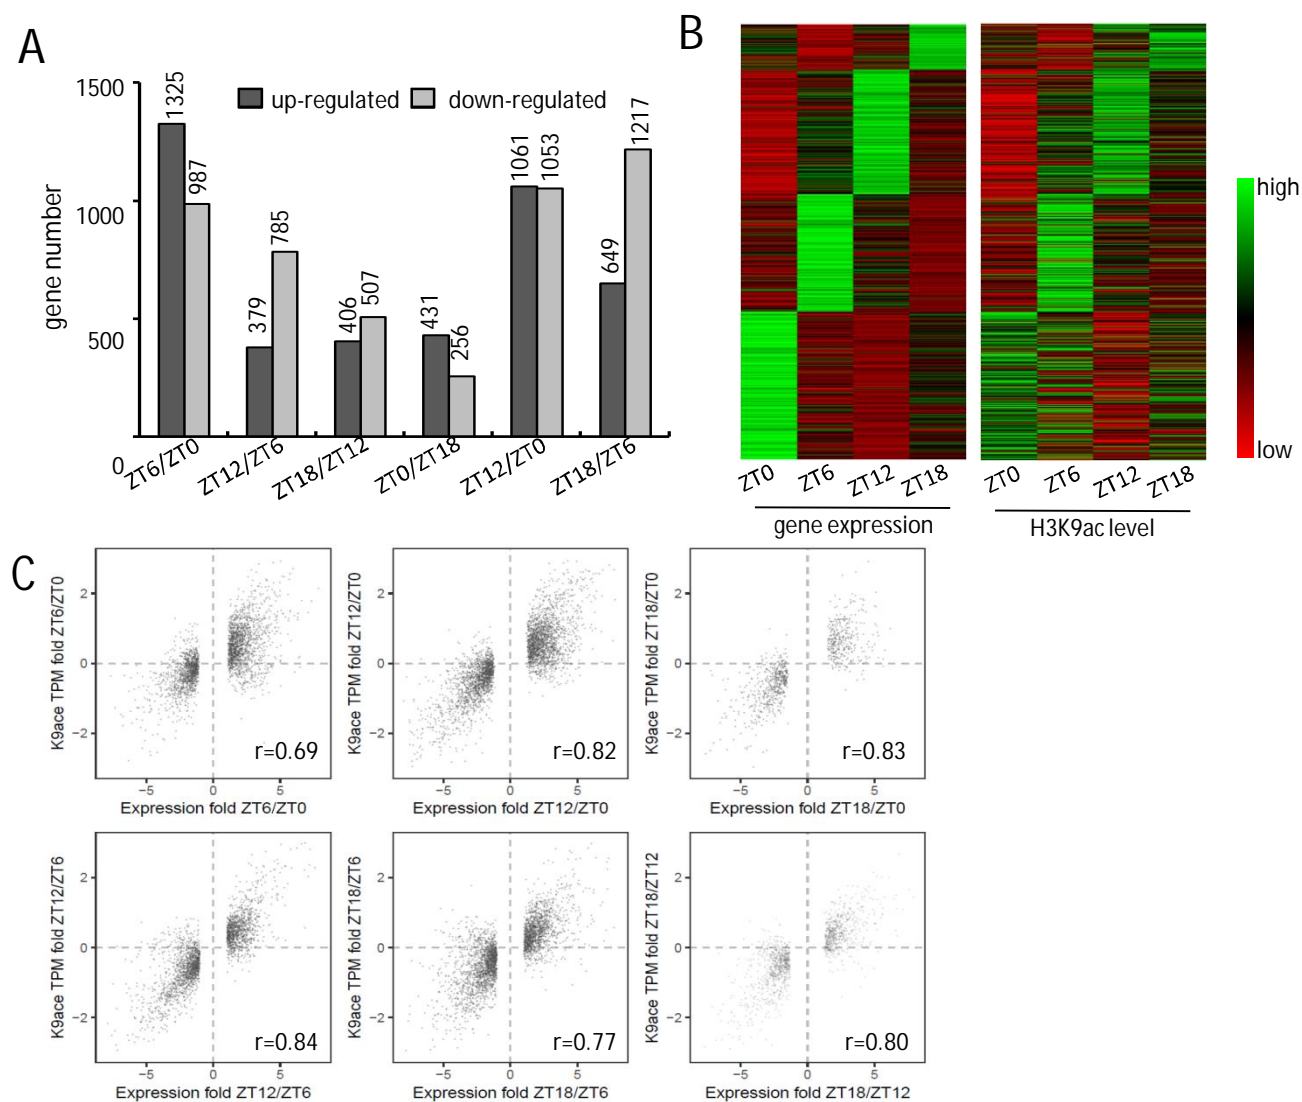

Figure S6. H3K9ac is tightly associated with circadian gene expression in rice

(A) Numbers of differentially expressed genes between 4 diurnal time points.

(B) Heatmaps of expression and H3K9ac modification profiles of 2781 cycling genes.

(C) H3K9ac change is positively related to gene expression change in diurnal rhythm. Expression fold changes and modification fold changes of differentially expressed genes in each comparison were plotted.

A

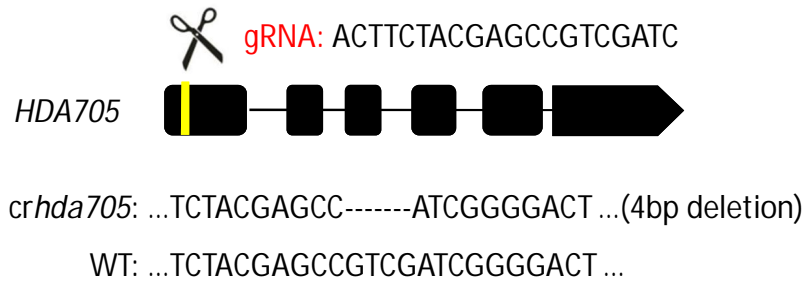

B

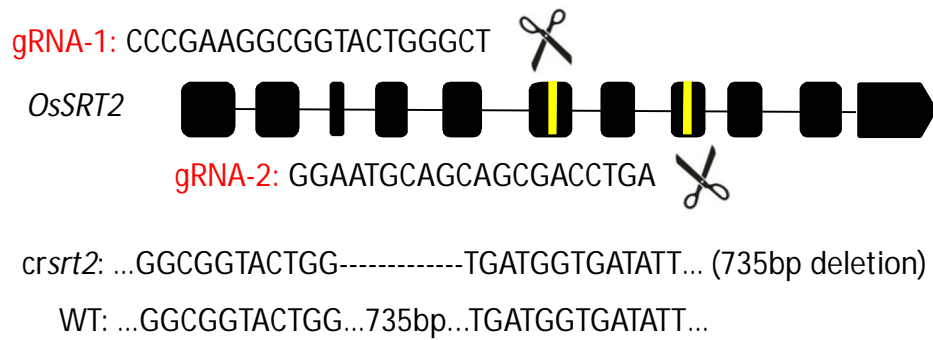

Figure S7. Construction of CRISPR mutants.

(A) Gene structure, gRNA, and mutation sequence of *crhda705*;  
 (B) Gene structure, gRNA, and mutation sequence of *crrsrt2*.

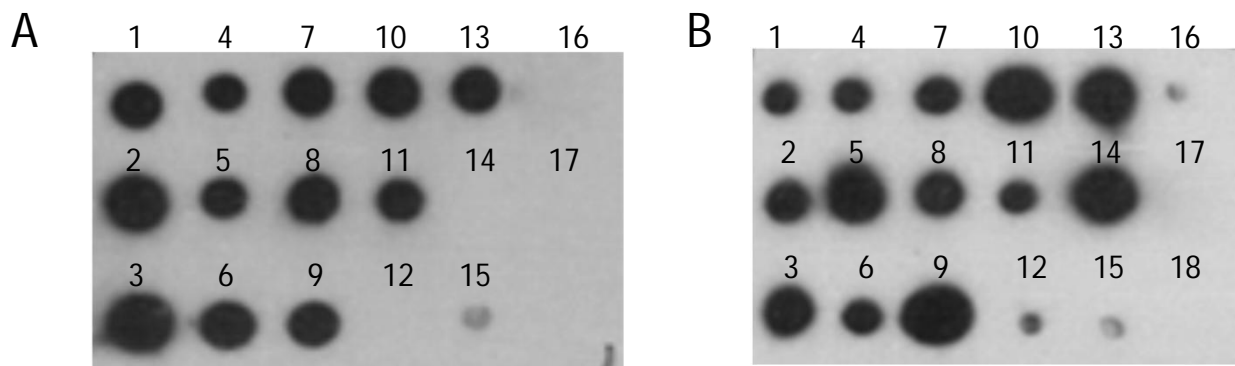

Figure S8. Specificity of pan anti-Kbu and pan anti-Kcr antibodies demonstrated by dot-blot assay

- A. Dot-blot of pan anti-Kbu antibody. Peptide samples are as follows. 1: Kbu library 1ng; 2: Kbu library 4ng; 3: Kbu library 16ng; 4: Kbu peptide; 5: H4, butyryl-K31; 6: H4, butyryl-K79; 7: H3, butyryl-K79; 8: H3, butyryl-K122; 9: H2A, butyryl-K5; 10: H2B, butyryl-K11; 11: H2B, butyryl-K23; 12: H2B, acetyl-K23; 13: H2A, butyryl-K95; 14: Kac library; 15: propionyllysine (Kpr) library; 16: Kcr library; 17: K library control.
- B. Dot-blot of pan anti-Kcr antibody. Peptide samples are as follows. 1: Kcr library 1ng; 2: Kcr library 4ng; 3: Kcr library 16ng; 4: Kcr peptide; 5: H2B crotonyl-K5; 6: H3, crotonyl-K79; 7: H4, crotonyl-K91; 8: H3, crotonyl-K122; 9: H2A, crotonyl-K125; 10: H3, crotonyl-K36; 11: H2B, crotonyl-K23; 12: H2a, crotonyl-K95; 13: H2B, crotonyl-K108; 14: pan crotonyl-H4; 15: Kac library; 16: propionyllysine (Kpr) library; 17: Kbu library; 18: K library control.

Table S1. ChIP-seq alignment summary

| Sample      | Antibody | Replicate number | Total reads (millions) | Uniquely aligned reads(millions) | Total aligned reads(millions) | Total peaks | Modified genes | R-squared TPM (all genes) |
|-------------|----------|------------------|------------------------|----------------------------------|-------------------------------|-------------|----------------|---------------------------|
| Control     | Kbu      | 1                | 21.8                   | 12.3 (56.4%)                     | 20.7 (95.0%)                  | 30,093      | 27,676         | 0.903                     |
| Control     | Kbu      | 2                | 20.0                   | 10.9 (54.5%)                     | 18.6 (93.0%)                  | 30,852      | 28,077         |                           |
| Starvation  | Kbu      | 1                | 19.7                   | 10.7 (54.3%)                     | 18.4 (93.4%)                  | 28,337      | 26,007         | 0.936                     |
| Starvation  | Kbu      | 2                | 21.7                   | 11.6 (53.5%)                     | 20.2 (93.1%)                  | 28,859      | 26,471         |                           |
| Submergence | Kbu      | 1                | 16.4                   | 9.3 (56.7%)                      | 15.7 (95.7%)                  | 30,010      | 28,899         | 0.890                     |
| Submergence | Kbu      | 2                | 16.8                   | 9.5 (56.5%)                      | 16.1 (95.8%)                  | 32,929      | 28,899         |                           |
| Control     | Kcr      | 1                | 19.2                   | 10.9 (56.8%)                     | 18.4 (95.8%)                  | 29,792      | 27,027         | 0.872                     |
| Control     | Kcr      | 2                | 20.8                   | 11.6 (55.8%)                     | 19.9 (95.7%)                  | 32,235      | 28,892         |                           |
| Starvation  | Kcr      | 1                | 20.1                   | 11.1 (55.2%)                     | 18.9 (94.0%)                  | 30,266      | 27,443         | 0.879                     |
| Starvation  | Kcr      | 2                | 24.1                   | 13.5 (56.0%)                     | 23.2 (96.3%)                  | 29,914      | 27,192         |                           |
| Submergence | Kcr      | 1                | 20.5                   | 11.5 (56.1%)                     | 19.6 (95.6%)                  | 33,265      | 28,981         | 0.856                     |
| Submergence | Kcr      | 2                | 18.2                   | 10.3 (56.6%)                     | 17.3 (95.1%)                  | 33,251      | 29,052         |                           |
| Control     | H3K9ac   | 1                | 20.7                   | 9.2(44.3%)                       | 17.0(82.0%)                   | 22,390      | 21,393         | 0.908                     |
| Control     | H3K9ac   | 2                | 28.3                   | 13.4(47.2%)                      | 24.1(85.3%)                   | 22,522      | 21,485         |                           |
| Starvation  | H3K9ac   | 1                | 19.4                   | 6.7(34.7%)                       | 13.6(69.9%)                   | 21,562      | 20,338         | 0.906                     |
| Starvation  | H3K9ac   | 2                | 26.8                   | 10.3(38.5%)                      | 20.1(75.1%)                   | 21,829      | 20,515         |                           |
| Submergence | H3K9ac   | 1                | 18.4                   | 8.0(43.7%)                       | 15.1(82.3%)                   | 22,401      | 21,374         | 0.903                     |
| Submergence | H3K9ac   | 2                | 31.8                   | 14.8(46.4%)                      | 27.0(85.0%)                   | 23,424      | 22,188         |                           |

Table S1. ChIP-seq alignment summary (continue)

| sample | antibody | Replicate number | Total reads (millions) | Uniquely aligned reads(millions) | Total aligned reads(millions) | Total peaks | Modified genes | R-squared TPM (all genes) |
|--------|----------|------------------|------------------------|----------------------------------|-------------------------------|-------------|----------------|---------------------------|
| ZT0    | H3K9ac   | 1                | 29.6                   | 17.8 (60.1%)                     | 27.5 (92.9%)                  | 21,916      | 20,598         | 0.8566                    |
| ZT0    | H3K9ac   | 2                | 37.8                   | 20.2 (53.4%)                     | 33.8 (89.4%)                  | 23,014      | 21,381         |                           |
| ZT6    | H3K9ac   | 1                | 34.8                   | 20.1 (57.8%)                     | 32.9 (94.5%)                  | 22,853      | 21,213         | 0.7886                    |
| ZT6    | H3K9ac   | 2                | 34.2                   | 20.3 (59.4%)                     | 32.4 (94.7%)                  | 21,628      | 20,188         |                           |
| ZT12   | H3K9ac   | 1                | 34.2                   | 19.4 (56.7%)                     | 31.7 (92.7%)                  | 23,496      | 21,768         | 0.8879                    |
| ZT12   | H3K9ac   | 2                | 49.5                   | 27.4 (55.4%)                     | 45.4 (91.7%)                  | 24,097      | 22,240         |                           |
| ZT18   | H3K9ac   | 1                | 34.8                   | 18.9 (54.3%)                     | 32.7 (94.0%)                  | 24,441      | 22,711         | 0.8677                    |
| ZT18   | H3K9ac   | 2                | 26.5                   | 14.8 (55.8%)                     | 24.9 (94.0%)                  | 21,585      | 20,251         |                           |

Table S2. RNA-seq alignment summary

| Sample      | Replicate | Total reads<br>(millions) | Aligned reads<br>(millions) | Transcripts with<br>RPKM>1 | R-squared<br>transcript<br>RPKMs |
|-------------|-----------|---------------------------|-----------------------------|----------------------------|----------------------------------|
| Control     | 1         | 22.9                      | 19.9 (86.7%)                | 22,006                     | 0.9523                           |
| Control     | 2         | 22.9                      | 20.0 (87.5%)                | 21,852                     |                                  |
| Starvation  | 1         | 23.5                      | 21.0 (89.2%)                | 21,608                     | 0.9244                           |
| Starvation  | 2         | 23.6                      | 20.3 (86.1%)                | 21,894                     |                                  |
| Submergence | 1         | 22.0                      | 19.5 (88.5%)                | 21,105                     | 0.8390                           |
| Submergence | 2         | 22.7                      | 20.7 (91.1%)                | 20,984                     |                                  |
| ZT0         | 1         | 25.6                      | 23.4 (91.4%)                | 21,881                     | 0.8471                           |
| ZT0         | 2         | 29.9                      | 27.5 (92.0%)                | 22,526                     |                                  |
| ZT6         | 1         | 30.7                      | 28.7 (93.5%)                | 22,482                     | 0.9184                           |
| ZT6         | 2         | 29.7                      | 27.4 (92.3%)                | 22,007                     |                                  |
| ZT12        | 1         | 31.2                      | 28.8 (92.3%)                | 23,117                     | 0.7955                           |
| ZT12        | 2         | 35.0                      | 32.2 (92.0%)                | 23,196                     |                                  |
| ZT18        | 1         | 36.2                      | 33.7 (93.1%)                | 23,273                     | 0.6399                           |
| ZT18        | 2         | 37.5                      | 34.7 (92.5%)                | 23,598                     |                                  |

Table S3. GO enrichment of starvation affected genes

| GO item                                                                | all genes | expression up |         |             | expression down |      |         | K9ac up |         | K9ac down |         | Kbu up      |         | Kbu down    |         | Kcr up      |         | Kcr down    |     |
|------------------------------------------------------------------------|-----------|---------------|---------|-------------|-----------------|------|---------|---------|---------|-----------|---------|-------------|---------|-------------|---------|-------------|---------|-------------|-----|
|                                                                        |           | gene number   | FDR     | gene number | FDR             | gene | FDR     | gene    | FDR     | gene      | FDR     | gene number | FDR     | gene number | FDR     | gene number | FDR     | gene number | FDR |
| GO:0006091 generation of precursor metabolites and energy              | 325       | 8             | 0.52943 | 48          | 3E-30           | 9    | 0.93279 | 21      | 0.93722 | 5         | 0.16281 | 10          | 0.95308 | 2           | 0.86378 | 3           | 0.83081 |             |     |
| GO:0006629 lipid metabolic process                                     | 981       | 57            | 0.00023 | 28          | 0.90731         | 26   | 0.93855 | 53      | 0.56821 | 2         | 0.62332 | 24          | 0.52251 | 3           | 0.99896 | 5           | 0.92673 |             |     |
| GO:0006950 response to stress                                          | 3582      | 188           | 3.4E-09 | 118         | 0.35893         | 107  | 0.29912 | 236     | 0.53425 | 25        | 0.68826 | 127         | 0.14409 | 15          | 0.82109 | 20          | 0.7787  |             |     |
| GO:0008152 metabolic process                                           | 7362      | 353           | 4.2E-13 | 263         | 0.0014          | 211  | 0.20753 | 471     | 0.55086 | 34        | 0.68236 | 271         | 0.00327 | 25          | 0.99135 | 37          | 0.82329 |             |     |
| GO:0009056 catabolic process                                           | 1443      | 69            | 0.01278 | 34          | 0.35489         | 36   | 0.95993 | 58      | 0.00824 | 6         | 0.80759 | 26          | 0.03793 | 1           | 0.48763 | 4           | 0.78103 |             |     |
| GO:0009607 response to biotic stimulus                                 | 1056      | 67            | 2.8E-06 | 46          | 0.02998         | 32   | 0.6713  | 95      | 0.00242 | 9         | 0.67665 | 51          | 0.00709 | 7           | 0.52585 | 10          | 0.34195 |             |     |
| GO:0009628 response to abiotic stimulus                                | 2168      | 105           | 0.00076 | 106         | 5.7E-07         | 68   | 0.28627 | 155     | 0.218   | 19        | 0.30158 | 79          | 0.18771 | 15          | 0.14478 | 8           | 0.74708 |             |     |
| GO:0009719 response to endogenous stimulus                             | 1463      | 93            | 1.2E-08 | 43          | 0.99588         | 60   | 0.00664 | 123     | 0.00468 | 12        | 0.60656 | 51          | 0.51288 | 6           | 0.91949 | 8           | 0.84806 |             |     |
| GO:0015979 photosynthesis                                              | 231       | 2             | 0.09424 | 63          | 5.6E-81         | 9    | 0.55037 | 31      | 0.00038 | 7         | 2.5E-05 | 8           | 0.90903 | 3           | 0.19709 | 3           | 0.80188 |             |     |
| GO:0009579 thylakoid                                                   | 553       | 10            | 0.1029  | 127         | 3E-137          | 17   | 0.80606 | 67      | 5.2E-06 | 13        | 1.2E-06 | 21          | 0.50783 | 8           | 0.00101 | 8           | 0.03651 |             |     |
| GO:0019825 oxygen binding                                              | 345       | 27            | 0.00012 | 21          | 0.00511         | 11   | 0.78773 | 30      | 0.23324 | 3         | 0.84307 | 27          | 2.7E-05 | 3           | 0.5617  | 2           | 0.91411 |             |     |
| GO:0003700 sequence-specific DNA binding transcription factor activity | 1769      | 79            | 0.03457 | 54          | 0.85076         | 72   | 0.00339 | 149     | 0.00122 | 16        | 0.31807 | 68          | 0.14027 | 11          | 0.45727 | 11          | 0.80606 |             |     |

P&lt;0.01 in red

Table S4. GO enrichment of submergence affected genes

|            | GO item                                                               | all genes | expression up |         | expression down |         | K9ac up |         | K9ac down |         | Kbu up      |         | Kbu down    |         | Kcr up      |         | Kcr down    |         |
|------------|-----------------------------------------------------------------------|-----------|---------------|---------|-----------------|---------|---------|---------|-----------|---------|-------------|---------|-------------|---------|-------------|---------|-------------|---------|
|            |                                                                       |           | gene number   | FDR     | gene number     | FDR     | gene    | FDR     | gene      | FDR     | gene number | FDR     | gene number | FDR     | gene number | FDR     | gene number | FDR     |
| GO:0006139 | nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 3579      | 54            | 0.70256 | 86              | 0.03148 | 51      | 0.66341 | 88        | 0.3045  | 9           | 0.49546 | 38          | 0.05148 | 1           | 0.29614 | 18          | 0.0243  |
| GO:0006950 | response to stress                                                    | 3582      | 92            | 0.0001  | 93              | 0.00307 | 64      | 0.0442  | 86        | 0.36058 | 20          | 0.54045 | 37          | 0.06093 | 12          | 0.45379 | 14          | 0.45245 |
| GO:0008152 | metabolic process                                                     | 7362      | 180           | 1.5E-08 | 145             | 0.42855 | 117     | 0.05707 | 149       | 1.0013  | 41          | 0.46675 | 53          | 0.80193 | 19          | 0.7586  | 12          | 0.43867 |
| GO:0009058 | biosynthetic process                                                  | 4643      | 77            | 0.94213 | 119             | 0.00058 | 65      | 0.66676 | 119       | 0.04987 | 19          | 0.96983 | 45          | 0.06592 | 6           | 0.98119 | 17          | 0.42949 |
| GO:0009607 | response to biotic stimulus                                           | 1056      | 38            | 2.1E-05 | 33              | 0.01033 | 18      | 0.46415 | 32        | 0.15238 | 6           | 0.89212 | 11          | 0.44802 | 3           | 1.03927 | 7           | 0.09569 |
| GO:0009628 | response to abiotic stimulus                                          | 2168      | 50            | 0.06928 | 56              | 0.03445 | 41      | 0.06398 | 44        | 1.00115 | 10          | 0.95006 | 21          | 0.37464 | 7           | 0.77271 | 2           | 0.58861 |
| GO:0009719 | response to endogenous stimulus                                       | 1463      | 40            | 0.01017 | 53              | 8.7E-06 | 30      | 0.06268 | 52        | 0.00146 | 7           | 0.97339 | 16          | 0.37576 | 4           | 1.01845 | 4           | 0.9622  |
| GO:0030246 | carbohydrate binding sequence-specific DNA                            | 234       | 9             | 0.05808 | 5               | 0.84149 | 6       | 0.28135 | 3         | 0.76645 | 5           | 0.0051  | 1           | 0.851   | 4           | 1.4E-05 | 0           | 0.78263 |
| GO:0003700 | binding transcription factor activity                                 | 1769      | 44            | 0.03711 | 72              | 6.3E-11 | 41      | 0.00234 | 71        | 2E-07   | 5           | 0.83691 | 32          | 1.8E-07 | 0           | 0.53651 | 17          | 5.2E-08 |

P&lt;0.01 in red.

Table S5. Primer sequence and annotation of genes tested in Figure S2 and S4

| gene id        | primer type | primer sequence F        | primer sequence R       | annotation                                                          |
|----------------|-------------|--------------------------|-------------------------|---------------------------------------------------------------------|
| LOC_Os01g13130 | RT-qPCR     | TGGGTCTACTGGGTCGG        | CTCCACGTCCATGAACAGG     | aquaporin protein                                                   |
| LOC_Os01g39860 | RT-qPCR     | GAGGTGAAGAGCTTCGTGTAC    | TGTTCAAGGTGGAGGTTCTTG   | 1-aminocyclopropane-1-carboxylate oxidase protein                   |
| LOC_Os01g46370 | RT-qPCR     | CGCTGGTGAACAAGAATGTG     | CCCTCGTAATCCATCAACTTCC  | lipase class 3 family protein                                       |
| LOC_Os01g47080 | RT-qPCR     | CGAGCAGAAGTTTCAGACATTG   | CATAGTGGCTTCAGTTCTCAGG  | pyruvate kinase                                                     |
| LOC_Os01g65580 | ChIP-qPCR   | TCGTATATCTGCTCATCTATTGGC | AATCCCCCTCCAACCTCTTG    | mitotic checkpoint family protein                                   |
| LOC_Os01g66080 | ChIP-qPCR   | AATTTAGCTGCCGAGACCTG     | CGATCAGACGAAACCACAAATG  | retrotransposon protein                                             |
| LOC_Os01g66300 | ChIP-qPCR   | GGCCTCCACACCATATCTTG     | GAAAGACCAAGAAACCAAGAACC | KH domain containing protein                                        |
| LOC_Os02g52650 | RT-qPCR     | AAGAATGGGAGGTTGGCTATG    | TGAACGGGTCTGAAAGATGTG   | chlorophyll A-B binding protein                                     |
| LOC_Os02g52650 | ChIP-qPCR   | GCCATGCTTCTGCTCAAAG      | GCAACCAAAATCTTACAGCGG   | chlorophyll A-B binding protein                                     |
| LOC_Os05g40420 | RT-qPCR     | AGGCACTCTTCATCTTATTGGG   | CCAAAACATCACGTCCATCAG   | 2,3-bisphosphoglycerate-independent phosphoglycerate mutase         |
| LOC_Os07g47670 | ChIP-PCR    | GAAATGGCGGAGGAGAAGAG     | ATGTATGAGAAAGCGATGAGAGG | hypoxia-responsive family protein                                   |
| LOC_Os08g36480 | RT-qPCR     | ACTACCATTACAAGGACAACCG   | ATCACCGAGTTCACGTTACG    | nitrate reductase                                                   |
| LOC_Os09g11460 | RT-qPCR     | GACTCGCGCATACTCATCG      | GTGGTCATGTCTGAAGGCG     | AP2 domain containing protein                                       |
| LOC_Os09g11460 | ChIP-qPCR   | CACTTGTCCTACTACCGGATC    | CTTCCGCGAGTTCCTCTC      | AP2 domain containing protein                                       |
| LOC_Os09g26660 | RT-qPCR     | TCCCACAATTTCTCCCTTCG     | TGTCCAGTCTCCGTTTGTTT    | ferric reductase                                                    |
| LOC_Os11g45400 | RT-qPCR     | GGGAGATGAAGGTGATTTGGG    | GGTAGAGAAGCCCACAAC      | glycerol-3-phosphate acyltransferase                                |
| LOC_Os12g08770 | RT-qPCR     | GTTCCCTACAACCTCACCG      | GCACTTGACTTCTCCTTCCC    | photosystem I reaction center subunit N, chloroplast precursor      |
| LOC_Os12g19470 | RT-qPCR     | CGATCTAAGTGGGTGCCTTG     | GTATCCGGGTGATCTGTGATTC  | ribulose biphosphate carboxylase small chain, chloroplast precursor |
| LOC_Os12g37419 | ChIP-qPCR   | ACAAACACTTCTAGCCTTATGGT  | CGTTTGTGGCTGTGTCTTTC    | cytochrome c oxidase polypeptide Vc                                 |

Table S6. Primers used in OsSRT2 mutagenesis

|                 |                                                  |
|-----------------|--------------------------------------------------|
| SRT2-PGEX4T-1-F | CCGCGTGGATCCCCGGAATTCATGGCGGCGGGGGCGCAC          |
| SRT2-PGEX4T-1-R | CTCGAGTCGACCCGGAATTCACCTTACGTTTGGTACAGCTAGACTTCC |
| SRT2-S123Y-R    | TTCAGTGTACATTCCTGCTCCAG                          |
| SRT2-S123Y-F    | CTGGAGCAGGAATGTACACTGAA                          |
| SRT2-H215Y-R    | CACACTTCCGTACAATTCAACTG                          |
| SRT2-H215Y-F    | CAGTTGAATTGTACGGAAGTGTG                          |

How the deposited data were processed for this re-analysis (not part of the article)

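The data are peak lists from ChIP-seq of rice leaves with antibodies against H3K9ac, butyryllysine (Kbu) and crotonyllysine (Kcr). There were 18 seedling libraries, 2 for each of the 3 marks in 3 conditions (control, 48 h of darkness as starvation, 6 h of submergence), 8 diurnal H3K9ac libraries with 2 at each of 4 time points (ZT0, ZT6, ZT12 and ZT18), and 1 input library. The seedlings were 12 days old, and the labels of the diurnal libraries give 30 days. Conditions and replicate numbers were taken from the labels of the libraries.

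The authors trimmed the reads with Trimmomatic, aligned them to MSU7.0 with Bowtie2, removed PCR duplicates with Samtools and called peaks with MACS 1.4.2. The headers of the 27 deposited lists name no control library and give a band width of 300 bp, a regional lambda of 10000 bp and a p cutoff of 1.00e-05. The tag count of a peak, as deposited by the authors, is the number of reads that MACS counted in it after keeping at most 1 tag per position, and it is not normalized. The fold enrichment of a peak, as deposited, is its enrichment over the local background of the same library, computed by MACS without the input. The score of a peak, as deposited by the authors, is −10log10 of the p that MACS gave it, and the smallest score in the lists is 50. No column of values was left out. Reads outside the called peaks and the duplicates that the authors removed are not part of these values.

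MACS used between 5631625 and 19269402 tags per seedling library, 8895601 tags in the input, and between 5914314 and 16232431 tags per diurnal library, with a median of 12962848.5. For H3K9ac these tags were between 32.2% and 62.2% of the aligned reads of Table S1 in seedlings and between 23.7% and 49.6% in the diurnal libraries, against 78.5% to 85.7% for Kbu and Kcr. Of the tags it was given, MACS itself removed between 6.94% and 17.3% as repeats of a position in the seedling libraries and between 26.8% and 60.3% in the diurnal libraries. The median peak of a seedling library held between 99 and 292 tags, which sets the counting error of a single region, and regions without a called peak have no value. The number of peaks was the same as in Table S1 for 25 of 26 libraries with an antibody.

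Peaks were compared as intervals on the 12 chromosomes in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Peaks counted as shared when they overlapped by at least 1 bp, and 100 random placements of the same peaks on the same chromosomes gave the overlap without association. The chromosomes were taken to end at the last peak of any library. Peaks of the 6 control libraries were merged for the classes of marked regions, peaks of the 18 seedling libraries (38058 regions) for the changes, and peaks of the 8 diurnal libraries (26681 regions) for the time course. Tags of the peaks of a library were summed within a region. The 1.5-fold rule follows the methods of the paper, with regions in place of genes, the total aligned reads of Table S1 as the denominator, and replicate 1 set against replicate 1 and replicate 2 against replicate 2. Bins of 1 kb received the tags of each peak in proportion to their overlap with it.

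Changes were tested in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1), by quasi-likelihood tests on the tag counts with TMM normalization on the summed tags. The tests were made per mark over the regions with a peak in all 6 libraries, with starvation and submergence each set against control, and over the 4 diurnal time points together in regions with a peak in all 8 libraries. Adjusted p values are from the Benjamini-Hochberg method, with 0.05 as the limit. The common dispersion was 0.00137 for H3K9ac, 0.00359 for Kbu and 0.00722 for Kcr. The interaction of mark and treatment was tested in the 18167 regions with a peak in all 18 seedling libraries. Overlaps of changed regions were set against chance with two-sided Fisher's exact tests, in which regions are not independent replicates. An exact permutation test of 2 libraries against 2 has 0.33 as its smallest two-sided p, so no single value was tested that way. The pairings of 4 libraries that mix their 2 groups were counted for gained and lost regions and for control Kbu against control Kcr only. Starvation and submergence share their controls, so no overlap between the 2 treatments was computed.

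The methods were tested on simulated data. In 18611 simulated regions with 200 changed 2-fold, edgeR called 97.5% of the changed regions and 7 others, and 0 in a contrast without change. The 1.5-fold rule was checked on simulated counts of equal depth with counting noise only, and called 0 unchanged regions. That check holds no differences of depth, scaling or called length, so it does not cover errors from them. The overlap of intervals gave 0 mismatches in 500 simulated intervals.

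The alternatives were a score of at least 100, overlaps of at least 50%, all bins or bins with both marks, Spearman's rho, uniquely aligned reads, TMM factors or summed tags as the denominator, a threshold of 2-fold, all 4 pairings of libraries, tags per kb of called peak, regions with a peak in at least 2 libraries, regions with at least 100 tags on average, regions over no input peak, regions merged per mark, DESeq2 1.42.0, the aligned reads as library sizes, only the 4 libraries of a comparison, a replicate block, and each replicate left out. Those were set before the data were examined. The tags that MACS used as the denominator, the called length as an offset and the diurnal test without replicate 2 of ZT18 were added after the headers of the lists had been read. The called length centred in each library, as an offset in the interaction test, was added after the results had been seen.

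The named regions were set by a rule: those at the arrows of Fig. 4b and Figure S5, read by eye from the figures, and for each mark and treatment the region with the largest rise and the largest fall in edgeR's log2 fold change among the called regions that changed the same way in both replicates (2 each for H3K9ac), and the 2 diurnal regions with the largest range. None of them lies over an input peak.

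Gene positions and the genome sequence were not used here. Therefore the distribution of peaks over gene parts, marked genes, gene length classes, the alternatives based on genes and the loci of the ChIP-qPCR primers of Table S5 were not analysed here. RNA-seq was not analysed here, nor were the overlaps of changed regions with expressed genes. The copies of Additional files 3 and 4 hold fewer genes than the paper counts and were not used for tests.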

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

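The 4 tests of called length by the fold enrichment, and the share of input peaks without any other peak, were chosen only after the result was seen. The tests by fold enrichment took the place of those with called length as an offset, first as it is and then centred in each library, whose outcome for H3K9ac against Kbu under starvation had been predicted before only for the first offset. The other tests in this part were set down before their results.

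The starvation change of H3K9ac differed from that of Kbu in 1709 of 18167 regions and from that of Kcr in 2168 regions, as interactions of mark and treatment in edgeR's quasi-likelihood test with an adjusted p under 0.05 (4576 and 4935 regions at an unadjusted p under 0.05). Narrower H3K9ac peaks in the starved seedlings are a technical explanation, because the tags of a region are summed over called peaks only. With the called length of each region in each library as an offset, 2245 regions differed between H3K9ac and Kbu, 484 of them among the 1709, and 5978 between H3K9ac and Kcr, 805 of them among the 2168. That offset moves all regions of one mark against the other, to a median difference of 0.23 and 0.34 log2 units, so these numbers do not test narrower peaks in single regions. With the length centred in each library, 288 and 437 regions differed. Of the 1709 regions, 134 were called again in the same direction and 1455 kept their direction at any p, and of the 2168 regions 243 and 1881. These numbers do not decide, because called length follows the signal itself, so the offset also removes part of a true change, and because the same tags enter both tests, which keeps directions alike. The fold enrichment, the highest of a region's peaks, is not summed over the called length. It was followed in one replicate, in the 1709 and 2168 regions with the largest difference of tag ratios in the other. It differed in the same direction in 60.91% and 60.01% of them, with 50% given by chance, while the tags did so in 92.45% and 85.77%. Narrower peaks and a difference in the marks themselves cannot be told apart here, because the shares lie between the limits set for the test and the noise of the fold enrichment is not known. The depth of the libraries was also weighed. Kbu tags thinned at random to the H3K9ac depth gave 411.9 changed regions on average over 20 draws (390 to 433) by the 1.5-fold rule with summed tags, against 1792 for H3K9ac. This argues against counting noise at lower depth as the source of the larger H3K9ac number by that rule. The thinning kept the called peaks and their lengths, so depth that acts through peak calling stays open. The interaction itself was not tested this way. The lower share of aligned reads kept as tags under starvation was weighed as well. The TMM factors used in the interaction test take it out only as far as it shifts all H3K9ac regions alike. Whether it did so was not tested, so this explanation stays open. A difference in how the treatment acts on the marks stays open as a biological explanation and was not tested further, and differences between the antibodies cannot be separated from the marks in this design.

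The submergence change of H3K9ac differed from that of Kbu in 1188 regions and from that of Kcr in 1478 regions (3794 and 3974 at an unadjusted p under 0.05). With the called length as an offset, 1042 and 70 regions differed, 363 and 48 of them among those called before, but this offset too moved all regions, to a median difference of −0.18 and −0.03 log2 units. With the length centred in each library, 116 and 119 regions differed. Of the 1188 regions, 61 were called again in the same direction and 984 kept their direction at any p, and of the 1478 regions 77 and 1260. The fold enrichment in the other replicate differed in the same direction in 58.04% and 59.91% of the regions chosen as above, against 87.29% and 86.1% for the tags. Peaks called at other lengths in the treated libraries and a difference between H3K9ac and the other 2 marks cannot be told apart for the same reasons, and a biological difference stays open and was not tested further.

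The input, on whose peaks the paper does not report, had 652 called peaks, with a median length of 1153.5 bp, a median fold enrichment of 5.825 and 2.11% of its tags. Fragments from open, marked chromatin are one technical explanation. Of the input peaks, 25.15% overlapped a control H3K9ac region, against a mean of 20.31% and a highest value of 24.08% in 100 random placements, and 58.13% overlapped no peak of any of the 26 other libraries. Both values argue against open chromatin as the main source, while the small excess over the placements leaves a part of the peaks open. Sequence present in more copies than in the assembly would recur whatever the antibody, but 15.49% of the input peaks recurred in at least 20 of the 26 libraries, against 15.84% in the placements, which argues against it as the main source. On chromosome 12, which has 7.38% of the span, lay 11.3% of the input peaks, and the cause of this was not tested. The design gives no biological explanation for peaks in an input, and none was tested.

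The median peak length of Kcr replicate 2 under starvation, 1527 bp, was far from those of the other 5 Kcr libraries of the seedlings, which lay between 1359 and 1412 bp. It was the only such value among 20 tests of this kind, whose limit is set so that about 1 in 20 groups passes it by chance. The 6 libraries span 3 conditions, and neither a technical nor a biological explanation was tested.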

How the results depend on the processing

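The alternatives that use the tags kept by MACS or the called length as an offset, and the diurnal test without replicate 2 of ZT18, were chosen only after the data were seen, and the offset centred in each library only after the results were seen. Counts are called moved when they changed by more than 1.5 times, and other values when they moved by more than the SD between replicates. The cause was not tested for any change in this part unless one is named.

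Over 114 results and 468 values under alternatives, 154 values that answer a comparison stayed the same, 115 moved and 1 changed its direction. Of the other values, 99 stayed the same, 69 moved and 30 changed direction. For the regions named by position, TMM factors left 14 log2 ratios the same, moved 17 and reversed 2, and tags per kb of called peak left 8 the same, moved 24 and reversed 1.

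Some overlaps moved by more than the SD between replicates. With at least 50% of both peaks covered, the overlap between replicates was 95.33% for H3K9ac (96.2% before) and 93.45% for Kbu (95.31%). The share of H3K9ac regions with Kbu and Kcr, 96.89%, was 95.8% at a score of at least 100 and 94.94% of single peaks when covered to 50%.

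In 1-kb bins the correlation of Kbu with Kcr was the highest under each alternative run, and the other 2 pairs changed places with replicate 1 alone (0.7865 and 0.788). For Kbu with Kcr, Kbu with H3K9ac and Kcr with H3K9ac, r was 0.9787, 0.8831 and 0.8765 over all bins, and Spearman's rho was 0.9276, 0.7213 and 0.6927. Bins with both marks gave 0.8291 and 0.8255 for the pairs with H3K9ac. With 1 replicate alone, r lay between 0.9 and 0.9406, between 0.7824 and 0.7865, and between 0.7497 and 0.788. The SD of the proportions across regions was 7.739 percentage points for H3K9ac and 4.533 for Kcr with summed tags, and 4.236, 3.186 and 2.964 for H3K9ac, Kbu and Kcr per kb of called peak, again largest for H3K9ac.

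The number of regions changed past 1.5-fold depended on the settings. For H3K9ac under starvation, 7332 regions became 1994 with TMM factors, 1950 with summed tags, 1949 with the tags kept by MACS, 2164 at a threshold of 2-fold, 3510 when all 4 pairings had to pass and 1681 per kb of called peak. For H3K9ac under submergence, 1509 regions became 381 at 2-fold, 617 over the 4 pairings, 331 per kb and 3195 with a peak required in at least 2 libraries. The same settings of 2-fold, per kb and at least 2 libraries gave 224, 339 and 3797 for Kbu under starvation (1241), 89, 119 and 2397 for Kbu under submergence (651), 83, 40 and 2000 for Kcr under starvation (524), and 75, 29 and 2438 for Kcr under submergence (502), where the 4 pairings gave 332. A higher threshold and more pairings can only lower these numbers. With 1 replicate alone, which removes a condition, the numbers were 2091 to 2801 for H3K9ac under submergence, 2081 to 2615 and 1546 to 1821 for Kbu under starvation and submergence, and 1656 to 3655 and 1642 to 1751 for Kcr.

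By the 1.5-fold rule, lower H3K9ac regions were the majority under each alternative run, but the share of higher ones rose from 0.9411% to 28.94% with TMM factors and 36.1% with summed tags under starvation, and from 12.33% to 32.41% and 43.63% under submergence. For Kbu under starvation, 26.67% were higher, but 68.73% per kb of called peak. For Kbu under submergence, 19.35% became 51.63% with TMM factors, 55.3% with summed tags, 84.03% per kb and 54.11% with a peak in at least 2 libraries. For Kcr under starvation, 57.63% became 31.39% with TMM factors, 31.45% with summed tags, 43.37% at 2-fold, 47.5% per kb, 42.3% with a peak in at least 2 libraries, and 38.1% with replicate 2 alone but 82.46% with replicate 1 alone. For Kcr under submergence, 51.39% became 49.2% with uniquely aligned reads, 46.89% with the tags kept by MACS and 17.24% per kb. With 1 replicate alone it was 41.72% to 66.25%. It rose to 71.69% with TMM factors, 70.49% with summed tags and 74.32% with a peak in at least 2 libraries.

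Calls by edgeR's quasi-likelihood test moved most with the library sizes and the model. With aligned reads as library sizes, 3964 H3K9ac regions were called under starvation in place of 7303, and 392 under submergence in place of 6131. DESeq2 called 1929 and 1138 for H3K9ac, 2133 and 576 for Kbu (7383 and 2568) and 523 for Kcr under starvation (949). With the called length as an offset the numbers were 3203 for H3K9ac under submergence, 3675 and 7031 for Kbu, and 604 and 25 for Kcr under starvation and submergence. Regions with a peak in at least 2 libraries gave 857 for Kbu and 254 for Kcr under submergence (603). The replicate numbers are shared between groups, and with them as a replicate block the Kcr calls fell to 416 under starvation and 247 under submergence, while the block gave 7540 and 6375 for H3K9ac and 8163 and 3271 for Kbu. The differences between replicates of one mark correlated little across conditions, with r across regions from 0.0939 to 0.11 for H3K9ac, from 0.042 to 0.219 for Kbu, from −0.171 to 0.0672 for Kcr and from −0.113 to 0.247 in the diurnal libraries, so that the numbers do not show a pairing of the samples.

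The share of called regions that were higher moved past an even split as follows. For H3K9ac it went from 46.69% to 53.91% with the tags kept by MACS and to 94.55% with the length offset under starvation, and from 43.47% to 55.45% with the offset under submergence. For Kbu under starvation it went from 42.94% to 55.46% with aligned reads, 61.99% with the tags kept by MACS and 53.28% with the offset, and under submergence from 48.52% to 98.02% with the offset. The offset is not centred, and it moved the median of all regions to 0.29 log2 units for H3K9ac under starvation and to 0.22 for Kbu under submergence, so that these shares include a shift of all regions. For Kcr under starvation it went from 38.25% to 64.75% with aligned reads and 69.69% with the tags kept by MACS, and under submergence from 60.2% to 47.88% with the latter.

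The interaction of mark and treatment also moved with the length offset. Under starvation, H3K9ac differed from Kcr in 5978 regions (2168 before), and under submergence in 70 (1478), while Kbu differed from Kcr under submergence in 2 regions (13). With the offset centred in each library, H3K9ac differed from Kbu in 288 (1709) and from Kcr in 437 regions under starvation, in 116 (1188) and 119 under submergence, and Kbu differed from Kcr in 1 region under submergence.

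The 6758 diurnal regions became 515 with aligned reads as library sizes and 2764 with the length offset. The other alternatives with 2 libraries at each time point lay between 4982 and 6618. The median range over the time points was 0.46 log2 units in replicate 1 and 0.53 in replicate 2 alone, against 0.43 for the means.

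Of the regions gained or lost, 56.85% were gains for H3K9ac under submergence and 48.95% at a score of at least 100, and for Kcr under starvation 35.56% and 54.15%.

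Overlaps between changed regions moved as well. The share of Kcr-changed regions that changed in Kbu was 82.64% under starvation and 66.3% under submergence with edgeR's calls, and 16.62% to 39.97% and 31.84% to 44.91% with 1 replicate alone. The share of H3K9ac-changed regions that changed in Kbu under starvation, 2.799%, became 14.25% with TMM factors, 14.0% with the tags kept by MACS, 32.7% with edgeR's calls and 3.389% to 4.402% with 1 replicate alone. Under submergence, 15.37% became 11.32%, 18.79%, 18.69% and 17.57% to 19.33%. For H3K9ac and Kcr, 0.919% under starvation became 5.959%, 7.195%, 7.049% and 2.046% to 2.782%, and 8.421% under submergence became 10.95% with the tags kept by MACS, 5.127% with edgeR's calls and 12.81% to 13.77% with 1 replicate alone. Regions changed in all 3 marks under starvation, 52, became 84, 88, 440 and 105 to 146, and under submergence 80 became 241 with edgeR's calls and 143 to 237 with 1 replicate alone.

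The change of the H3K9ac proportion under starvation in regions called higher went from −5.24 to 4.931 percentage points when each library was scaled by its summed tags, and in regions called lower from −11.95 to −5.057. Among the named regions, TMM factors turned the mean log2 ratio from 0.05 to −0.0255 for Kbu under starvation at the left arrow of Figure S5 and from −0.33 to 0.24 for H3K9ac under starvation at the right arrow. Per kb of called peak, the largest Kcr rise under submergence went from 1.95 to −0.23. At the arrow of Fig. 4b, Kbu under submergence went from −1.11 to −0.98 with TMM factors and to −0.66 per kb.

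Depth limits the regions that can be followed: a region without a called peak in 1 library has no value, and the starved H3K9ac libraries had a median of 99 and 113 tags per peak. Not run were the alternatives that need gene positions (peak midpoints, a promoter of 1 kb, gene bodies alone, summits, and genes in place of regions for the 1.5-fold rule, the tests and the overlaps), and no test of the seedling libraries was made with a replicate left out, since that leaves 1 library in a group. The diurnal test without replicate 2 of ZT18 was run but has 1 library at ZT18, so the number of its calls is not given.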

Differences from the paper's values

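The paper counts genes with tags per kb of gene, and the values here count merged regions with tags in called peaks, because gene positions were not used here. The scaling by the tags that MACS used was added after seeing the data, and the squares of the correlations were taken only after the values had been compared.

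The paper's number of genes with H3K9ac and Kcr but without Kbu is 217, and 129 regions were found here. With replicate 1 alone the number was 179, within 1.5 times of the paper's, whereas replicate 2 alone (127) and a score of at least 100 (94) did not close the gap.

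The paper's number of genes with higher H3K9ac under starvation is 1324, against 69 regions here. None of the alternatives set before the data were examined closed the gap. Uniquely aligned reads gave 100, TMM factors 577, summed tags 704, a threshold of 2-fold 20, all 4 pairings 36, tags per kb of called peak 14, a single replicate 112 to 135, a peak in at least 2 libraries 569, at least 100 tags on average 59, regions over no input peak 69 and regions merged per mark 68. The tags that MACS used, an alternative chosen after seeing the values, gave 681.

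For lower H3K9ac under starvation, the paper's number is 2488 and 7263 regions were found here. A threshold of 2-fold (2144), all 4 pairings (3474) and tags per kb of called peak (1667) came within 1.5 times of it. Uniquely aligned reads (5039), TMM factors (1417), summed tags (1246), a single replicate (8473 to 9319), a peak in at least 2 libraries (9846), at least 100 tags (6323), regions over no input peak (7216) and regions merged per mark (7286) did not, nor did the tags that MACS used (1268).

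For higher H3K9ac under submergence, the paper's number is 584, against 186 here. Summed tags (514) and replicate 1 alone (528) closed the gap. Uniquely aligned reads (208), TMM factors (385), 2-fold (44), all 4 pairings (75), per kb (16), replicate 2 alone (283), a peak in at least 2 libraries (922), at least 100 tags (126), no input peak (185) and merging per mark (181) did not, nor did the tags that MACS used (364).

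For lower H3K9ac under submergence, the paper's number is 860, against 1323 here. Uniquely aligned reads (1187), TMM factors (803), summed tags (664) and at least 100 tags on average (1191) closed the gap, and so did the tags that MACS used (833), chosen after seeing the values. A threshold of 2-fold (337), all 4 pairings (542), per kb (315), a single replicate (1563 to 2518), a peak in at least 2 libraries (2273), no input peak (1318) and merging per mark (1318) did not.

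For Kbu under submergence, the paper's numbers are 277 higher and 304 lower genes, against 126 and 525 regions here. For the higher ones, TMM factors (285), summed tags (313) and replicate 1 alone (329) closed the gap, while uniquely aligned reads (127), 2-fold (10), all 4 pairings (88), per kb (100), replicate 2 alone (618), a peak in at least 2 libraries (1297), at least 100 tags (126), no input peak (124), merging per mark (124) and the tags that MACS used (103) did not. For the lower ones, TMM factors (267), summed tags (253) and all 4 pairings (378) closed it, while uniquely aligned reads (527), 2-fold (79), per kb (19), a single replicate (1203 to 1217), a peak in at least 2 libraries (1100), at least 100 tags (520), no input peak (522), merging per mark (528) and the tags that MACS used (625) did not.

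The Venn diagrams of Fig. 4a give, for higher Kcr under starvation, the paper's value of about 170, read by eye, against 302 here. TMM factors (178), summed tags (178) and all 4 pairings (234) closed the gap, and uniquely aligned reads (315), 2-fold (36), per kb (19), a single replicate (631 to 3014), a peak in at least 2 libraries (846), at least 100 tags (300), no input peak (302), merging per mark (295) and the tags that MACS used (329) did not. For higher Kcr under submergence the paper's value is about 120 in Fig. 4a, read by eye, against 258 here, and none of the alternatives set before the data were examined closed the gap, with values from 5 per kb and 41 at 2-fold over 182 for all 4 pairings and 247 for uniquely aligned reads to 395 for TMM factors and 1812 for a peak in at least 2 libraries. For lower Kcr under submergence the paper's value is about 150 in Fig. 4a, read by eye, against 244 here. TMM factors (156), summed tags (162) and all 4 pairings (150) closed the gap, and the other alternatives, from 24 per kb to 957 with replicate 2 alone, did not.

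Changes of all 3 marks under starvation are the paper's 180 genes, 72 higher and 108 lower, against 52 regions here, 19 higher and 33 lower. Replicate 2 alone closed the gap for the total (146) and for the lower regions (117). TMM factors (84, of which 31 higher and 53 lower), edgeR's calls (440, of which 144 and 296) and replicate 1 alone (105) did not, and single replicates gave 29 to 40 higher regions. The tags that MACS used, chosen after seeing the values, gave 59 higher regions, which closed the gap for those, but 88 in all and 29 lower. Under submergence, the paper's number of genes higher in all 3 marks is 17, against 8 regions here. TMM factors (15) and replicate 1 alone (22) closed the gap, and edgeR's calls (116), replicate 2 alone (26) and the tags that MACS used (5) did not.

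The correlation of Kbu with Kcr is the paper's value of about 0.9 in Fig. 2c, read by eye, against 0.958 here, and replicate 1 alone gave 0.9, whereas all bins (0.979), bins with both marks (0.965), Spearman's rho (0.928) and replicate 2 alone (0.941) did not close the gap. For Kbu with H3K9ac the paper's value is about 0.62 in Fig. 2c, read by eye, against 0.818 here, and for Kcr with H3K9ac about 0.64, read by eye in Fig. 2c, against 0.806 here. None of the alternatives set before the data were examined closed these gaps, and the lowest were Spearman's rho of 0.721 and 0.693. The squares of the 3 correlations here, taken after seeing the values, were 0.919, 0.669 and 0.649. Squared for single pairs of libraries, the correlations of Kbu with H3K9ac lay between 0.617 and 0.651 and those of Kcr with H3K9ac between 0.583 and 0.639.

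In rankings and directions, the paper has most Kcr-changed genes of both directions under starvation also changed in Kbu, whereas 42.6% of the regions with higher Kcr were also higher in Kbu here, and 44.7% with TMM factors. These shares count only regions with a peak in all 18 seedling libraries. With edgeR's calls the share was 71.7% (170 of 237 regions), a majority as in the paper. Under starvation, 2.80% of the H3K9ac-changed regions changed in Kbu and 0.919% in Kcr. Both shares lie under the range the paper gives, which TMM factors reach for Kbu with 14.2%. A change in either of the 2 marks was found in 55.56% of the higher and 2.595% of the lower H3K9ac regions. With TMM factors these shares were 16.08% and 15.5%, within the paper's range. Fig. 4a shows more genes with lower than with higher Kcr under starvation, whereas 302 regions were higher and 222 lower here, and TMM factors (178 and 389) and summed tags (178 and 388) give the order of the figure. The figure also shows more lower than higher Kcr genes under submergence, whereas here 258 regions were higher and 244 lower, with more lower ones for uniquely aligned reads (247 and 255), the tags that MACS used (234 and 265), chosen after seeing the values, and tags per kb of called peak (5 and 24). The number of Kbu peaks in replicate 1 under submergence is the paper's 30010 in Table S1 and 33010 in the deposited list.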

Other observations

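The comparisons of peak numbers with depth and with peak length under submergence were chosen only after the result was seen. The scaling by the tags that MACS used was also added after the data were seen. All remaining tests in this part were set down before their results.

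More H3K9ac regions were lower than higher under starvation when tags were divided by aligned reads, with 7263 lower and 69 higher. The starved H3K9ac libraries kept 41.4% and 32.2% of their aligned reads as tags, less than the 62.2% and 49.7% of the controls. Divided by the tags that MACS used, 1268 regions were lower and 681 higher, so that most of the excess went with the share of reads kept, and an excess of lower regions was left that argues against this share as the whole cause. In edgeR with the same tags as library sizes, however, 53.9% of the 7583 called regions were higher. The reason for the lower share, such as more duplicates or a lower yield of the immunoprecipitation, was not tested, and a true loss of H3K9ac over all regions may contribute to it.

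Control Kbu and control Kcr differed in 13 of 26996 regions by edgeR's quasi-likelihood test (adjusted p under 0.05, 1667 regions at an unadjusted p under 0.05). The 2 splits of these 4 libraries that mix the marks gave 10 and 0 regions (1471 and 565 unadjusted). With only 3 possible splits, a difference between the marks and the variation between libraries cannot be told apart at this depth, and the antibodies' sharing of targets was not tested.

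Bins of 1 kb without an H3K9ac peak in either control library gained one under starvation in both treated libraries in 5.97% of 13427 bins marked by Kbu and Kcr and in 0.279% of 276023 bins without a peak of either mark, an odds ratio of 22.68. Under submergence the shares were 11.2% and 0.218%, with an odds ratio of 57.63. Between the control replicates, a bin without an H3K9ac peak in one replicate had one in the other with odds ratios of 37.24 and 62.46 for Kbu and Kcr marking. With 1 treated against 1 control library, the odds ratios were 28.49 and 24.81 under starvation and 56.74 and 57.6 under submergence. In these comparisons, 10.7% and 10.99% of the marked bins gained a peak under starvation and 20.14% and 23.04% under submergence. Between the control replicates the shares were 13.75% and 10.53%. No odds ratio under stress was above the higher one between controls, which goes with control H3K9ac signal just under the peak threshold. More marked bins gained a peak under submergence than between the controls, however. The values do not separate signal under the threshold from a role of Kbu and Kcr in the gain. Bins are not independent replicates.

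Kbu and Kcr had more peaks under submergence than in the controls. The submerged Kbu libraries held 13484165 tags on average against 16237348 in the controls, and the Kcr libraries 15782286 against 16167044, which argues against deeper sequencing as the source. The submerged Kbu peaks were shorter, with medians of 1279 and 1322 bp against 1617 and 1458 bp in the controls. They covered 46571737 and 48106398 bp against 54269380 and 49539071 bp, so more Kbu peaks did not go with more covered sequence. For Kcr the medians were 1380 and 1359 bp against 1412 and 1409 bp, and the covered lengths overlapped those of the controls. Changes in the marks or in the background under submergence stay open and were not tested.

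The proportion of H3K9ac among the 3 marks was followed in regions where edgeR called an H3K9ac change, whereas Fig. 5b is about differentially expressed genes. Under starvation, with tags per aligned reads, it changed by −5.24 ± 1.40 percentage points (SD, n = 2) in the 3286 regions called higher, by −11.9 ± 2.36 in the 3793 called lower and by −8.04 in the 11088 not called. With each library scaled by its summed tags, the changes were 4.93 ± 0.170, −5.06 and 0.39. Under submergence they were 3.05 ± 1.61 in 2619 regions called higher and −4.41 ± 0.463 in 3388 called lower, and 4.55 and −4.13 with summed tags. The regions were chosen by their H3K9ac change, so with summed tags a rise where H3K9ac was called higher and a fall where it was called lower are fixed by the choice, and these values do not test Fig. 5b.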
